# Adipose HuR protects against diet-induced obesity and insulin resistance

**DOI:** 10.1038/s41467-019-10348-0

**Published:** 2019-05-30

**Authors:** Jingyuan Li, Li Gong, Shaozhuang Liu, Yujie Zhang, Chunmei Zhang, Mi Tian, Huixia Lu, Peili Bu, Jianmin Yang, Changhan Ouyang, Xiuxin Jiang, Jiliang Wu, Yun Zhang, Qing Min, Cheng Zhang, Wencheng Zhang

**Keywords:** Metabolic disorders, Pathogenesis

## Abstract

Human antigen R (HuR) is a member of the Hu family of RNA-binding proteins and is involved in many physiological processes. Obesity, as a worldwide healthcare problem, has attracted more and more attention. To investigate the role of adipose HuR, we generate adipose-specific *HuR* knockout (HuR^AKO^) mice. As compared with control mice, HuR^AKO^ mice show obesity when induced with a high-fat diet, along with insulin resistance, glucose intolerance, hypercholesterolemia and increased inflammation in adipose tissue. The obesity of HuR^AKO^ mice is attributed to adipocyte hypertrophy in white adipose tissue due to decreased expression of adipose triglyceride lipase (ATGL). HuR positively regulates ATGL expression by promoting the mRNA stability and translation of *ATGL*. Consistently, the expression of HuR in adipose tissue is reduced in obese humans. This study suggests that adipose HuR may be a critical regulator of ATGL expression and lipolysis and thereby controls obesity and metabolic syndrome.

## Abstract (web summary)

Human antigen R (HuR) is a RNA-binding protein. Here the authors investigate its role in adipose tissue and find that it protects mice from diet-induced obesity, prevents adipocyte hypertrophy, and promotes lipolysis, which may at least in part be due to HuR-dependent ATGL mRNA stability regulation demonstrated in-vitro.

## Introduction

Obesity is a chronic metabolic disease that is becoming increasingly common. It favors many metabolic complications including type 2 diabetes, hypertension and cardiovascular diseases^1,2^. The critical characteristic of obesity is excessive triglycerides (TG) storage in adipose tissue, which is achieved by adipocyte hyperplasia (increased number) or hypertrophy (increased size) or even both. Adipocyte hypertrophy is believed to occur before adipocyte hyperplasia and to be the main mechanism of fat mass expansion^3,4^.

Lipolysis is a process of triglycerides sequential hydrolysis to produce glycerol and free fatty acids (FFAs) in cell lipid droplets, which maintains the TG-FFA constant flow together with lipogenesis^5–7^. Considering that lipolysis is critical to supply glycerol and fatty acids as energy substrates to tissues, aberrant adipose lipolysis would be associated with lipodystrophy, hyperlipidemia or obesity^8,9^.

Adipose triglyceride lipase (ATGL), also called desnutrin or patatin-like phospholipase domain containing 2, is considered the main enzyme responsible for the lipolytic process. It catalyzes the first step of lipolysis and converts TG to diacylglycerol and FFAs^10–13^. ATGL is expressed predominantly in white adipose tissue (WAT) and brown adipose tissue (BAT) and is mainly located in the lipid droplets of adipocytes^6^. Global *ATGL*-deficient mice displayed a severe basal and stimulated lipolytic defect and systemic TG overload in WAT and non­adipose tissue, which highlighted the crucial role of ATGL in lipolysis^14,15^. Accumulating evidence has demonstrated that several factors participate in the regulation of *ATGL* gene expression. Peroxisome proliferator activated receptor (PPAR) agonists type α and γ, AMP-activated protein kinase and glucocorticoids could elevate the mRNA level of *ATGL*, whereas insulin, mammalian target of rapamycin (mTOR) complex 1 activation and food intake could reduce its mRNA level^15–19^.

Human antigen R (HuR), a ubiquitously expressed member of the Hu family of RNA-binding proteins, contains highly conserved recognition motifs and selectively binds adenylate-uridylate-rich element (AREs) usually found in the 3′-untranslated region (UTR) of its targets, conferring stability of ARE-containing mRNAs^20–23^. In vitro studies have shown that HuR regulates the expression of genes involved in key cellular processes such as inflammation, stress response and apoptosis^24–27^. Global *HuR*-knockout mice exhibited embryonic lethality due to defects in placental development^28^. Intestinal deletion of *HuR* gene caused a decreased tumor burden in models of intestinal tumorigenesis and inflammatory colon carcinogenesis^29^. B lineage-specific deletion of *HuR* led to impaired survival of B cells in bone marrow and antibody production of all isotypes, which affected humoral immunity^30^. However, the specific role of HuR in adipose tissue has not been clearly elucidated.

In this study, we generate adipose-specific *HuR*-knockout (HuR^AKO^) mice by using a Cre-loxP strategy and investigate the role of HuR in adipose tissue. Adipose-specific *HuR* ablation predisposes mice to high-fat diet (HFD)-induced obesity and insulin resistance.

## Results

### Adipose-specific *HuR* ablation sensitizes mice to obesity

To determine the function of HuR in adipose tissue, we first evaluated whether its expression in adipose tissue could be changed by nutritional challenge. We detected HuR expression in WAT, including epididymal (epiWAT, visceral) and inguinal (ingWAT, subcutaneous) fat pads as well as BAT. The protein and mRNA levels of HuR were significantly decreased in WAT and BAT from the leptin mutant (ob/ob) and HFD-fed mice, the models of obesity and type 2 diabetes, as compared with their controls (Fig. 1a, b and Supplementary Fig. 1a, b). Thus, the expression of HuR appeared to be negatively associated with obesity in mice. The dynamics of HuR expression prompted us to explore whether this RNA-binding protein could regulate energy metabolism in adipose tissue.

**Fig. 1:**
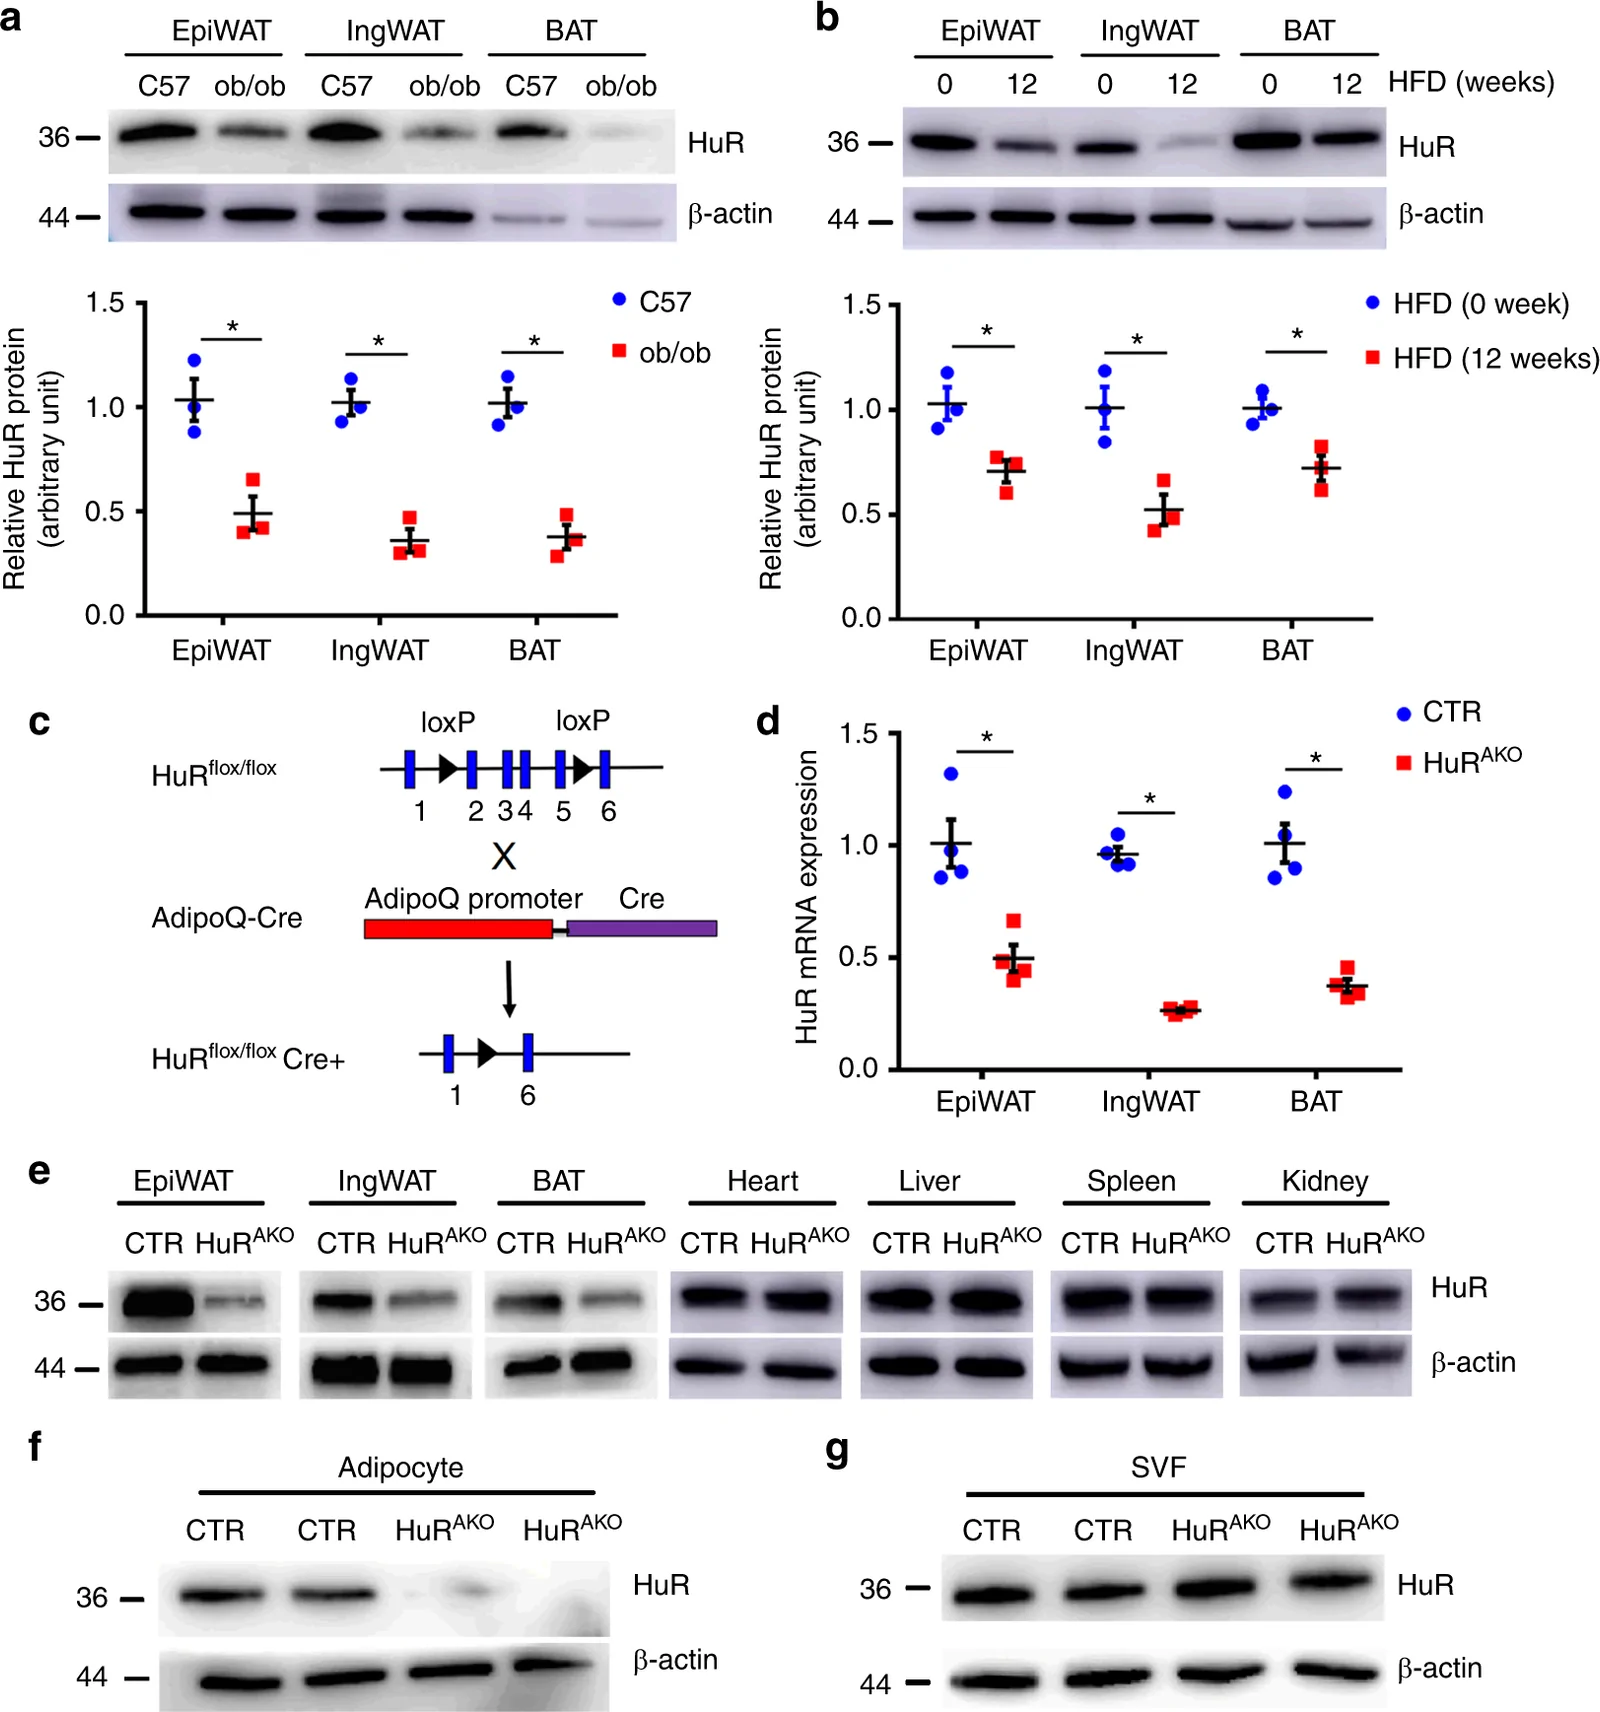
Generation of adipose-specific *HuR*-knockout mice. **a** Western blot analysis of HuR protein expression in adipose tissue (epiWAT, ingWAT and BAT) of 20-week-old C57BL/6J and ob/ob mice and quantification (*n* = 3), *comparison of ob/ob vs. C57. **b** Eight-week-old male C57BL/6J mice were fed with an HFD for an additional 12 weeks; western blot analysis of HuR and β-actin in adipose tissue and quantification (*n* = 3), *comparison of HFD (12w) vs. HFD (0w). **c** Schematic diagram of transgenic mice used to generate HuR^AKO^ mice. **d** qPCR analysis of *HuR* mRNA expression in adipose tissue from control and HuR^AKO^ mice (*n* = 4), *comparison of HuR^AKO^ vs. control. **e**−**g** Western blot analysis of HuR protein level in tissues (**e**) and adipocytes (**f**) and stromal vascular fraction (SVF) (**g**) from control and HuR^AKO^ mice. Data are represented as mean ± SEM. Significance was determined by Student’s *t* test analysis, *P < 0.05. Source data are provided as a Source Data file

To assess the role of HuR specifically in adipose tissue, we generated adipose-specific *HuR*-knockout (HuR^AKO^) mice by crossbreeding *HuR*^*flox/flox*^ mice with adipoQ-derived Cre transgenic mice (Fig. 1c). The protein and mRNA levels of HuR were significantly decreased in adipose tissues of HuR^AKO^ mice (Fig. 1d, e), which was further confirmed by immunohistochemistry assay (Supplementary Fig. 1e). As expected, the expression of HuR was not changed in liver, muscle or other tissues of HuR^AKO^ mice (Fig. 1e). Consistently, HuR expression was decreased by approximately 90% in mature adipocytes of adipose tissue from HuR^AKO^ mice (Fig. 1f) but not in the stromal vascular fraction (SVF) (Fig. 1g), the source of preadipocytes and macrophages.

HuR^AKO^ mice did not exhibit overt abnormalities. The 8-week-old HuR^AKO^ mice and their control littermates were then fed a normal chow diet or HFD for 16 weeks. When challenged with HFD, HuR^AKO^ mice gained more weight and had higher fat mass than their controls (Fig. 2a–c). At 24 weeks of age, HuR^AKO^ mice had significantly greater epiWAT and ingWAT fat mass relative to control mice (2.31 ± 0.10 vs. 1.66 ± 0.08 g, *P* < 0.001; 1.78 ± 0.42 vs. 0.81 ± 0.10 g, *P* < 0.05; Significance was determined by Student’s *t* test analysis), whereas BAT mass was slightly but not significantly increased in HuR^AKO^ mice (Fig. 2d). Furthermore, HuR^AKO^ mice showed higher serum levels of total cholesterol, triglycerides and low-density lipoprotein (LDL) and lower level of high-density lipoprotein (HDL) than controls (Fig. 2e). Together, these data indicate that adipose-specific ablation of *HuR* predisposes to HFD-induced obesity and lipid metabolism disorders.

**Fig. 2:**
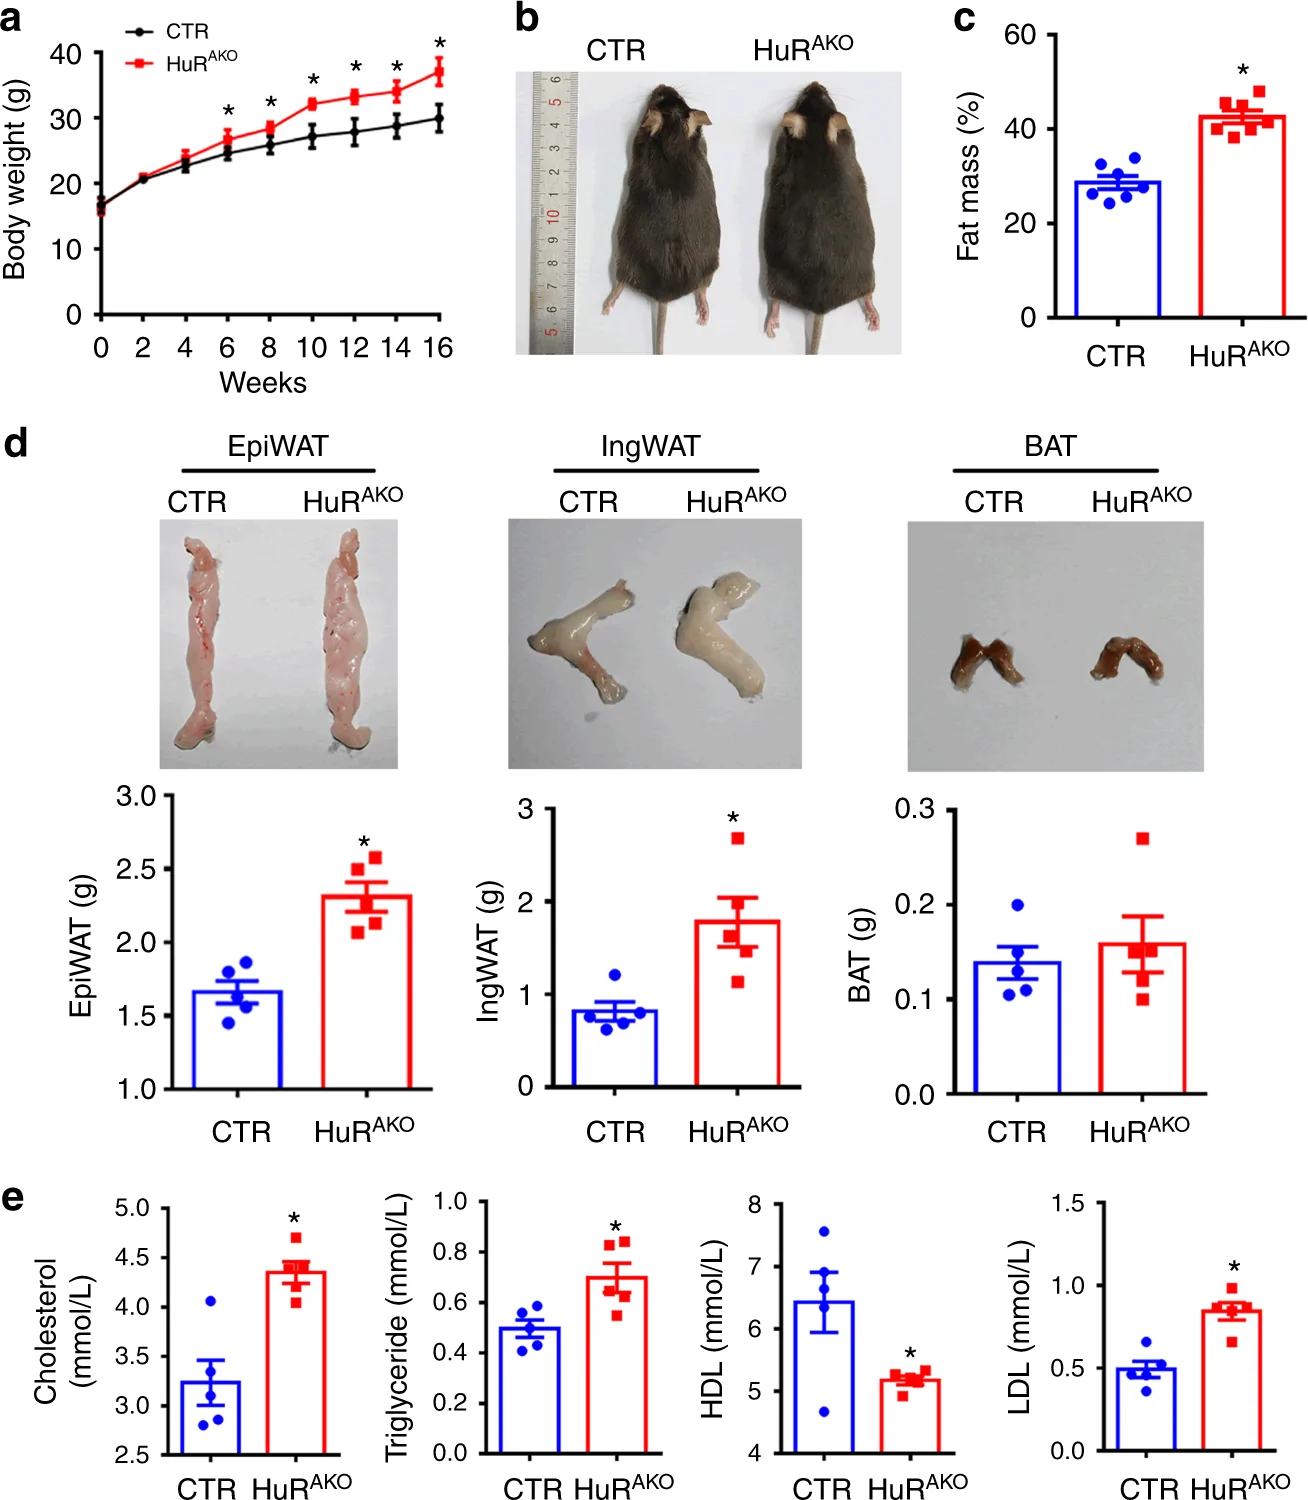
Adipose-specific *HuR* ablation sensitizes mice to obesity. **a** Body weight of control and HuR^AKO^ mice fed an HFD (*n* = 10), *comparison of HuR^AKO^ vs. control. **b** Representative photographs of control and HuR^AKO^ mice fed an HFD. **c** Fat mass analysis of control and HuR^AKO^ mice fed an HFD (*n* = 7), *comparison of HuR^AKO^ vs. control. **d** Representative photographs of fat pads (epiWAT, ingWAT and BAT) (top) and quantification (bottom) (*n* = 5), *comparison of HuR^AKO^ vs. control. **e** Serum lipid profiles (cholesterol, triglycerides, HDL and LDL) in control and HuR^AKO^ mice fed an HFD (*n* = 5), *comparison of HuR^AKO^ vs. control. Data are represented as mean ± SEM. Significance was determined by Student’s *t* test analysis, *P < 0.05. Source data are provided as a Source Data file

### *HuR* ablation results in adipocyte hypertrophy

An increase in adipose tissue mass can be attributed to an increase in adipocyte size or number due to abnormal differentiation, or both. To reveal the mechanism of increased adiposity in HuR^AKO^ mice, we measured adipocyte size in adipose tissue of HFD-fed control and HuR^AKO^ mice. H&E staining indicated that adipocytes were larger in both epiWAT and ingWAT of HuR^AKO^ than control mice (Fig. 3a). The increased adipocyte size in HuR^AKO^ adipose tissue was further supported by cell size quantification (Fig. 3b). Besides, HuR overexpression or knockout did not affect the adipose differentiation (Supplementary Fig. 2a,b), thereby suggesting that increased fat mass in HuR^AKO^ mice was caused by adipocyte hypertrophy.

**Fig. 3:**
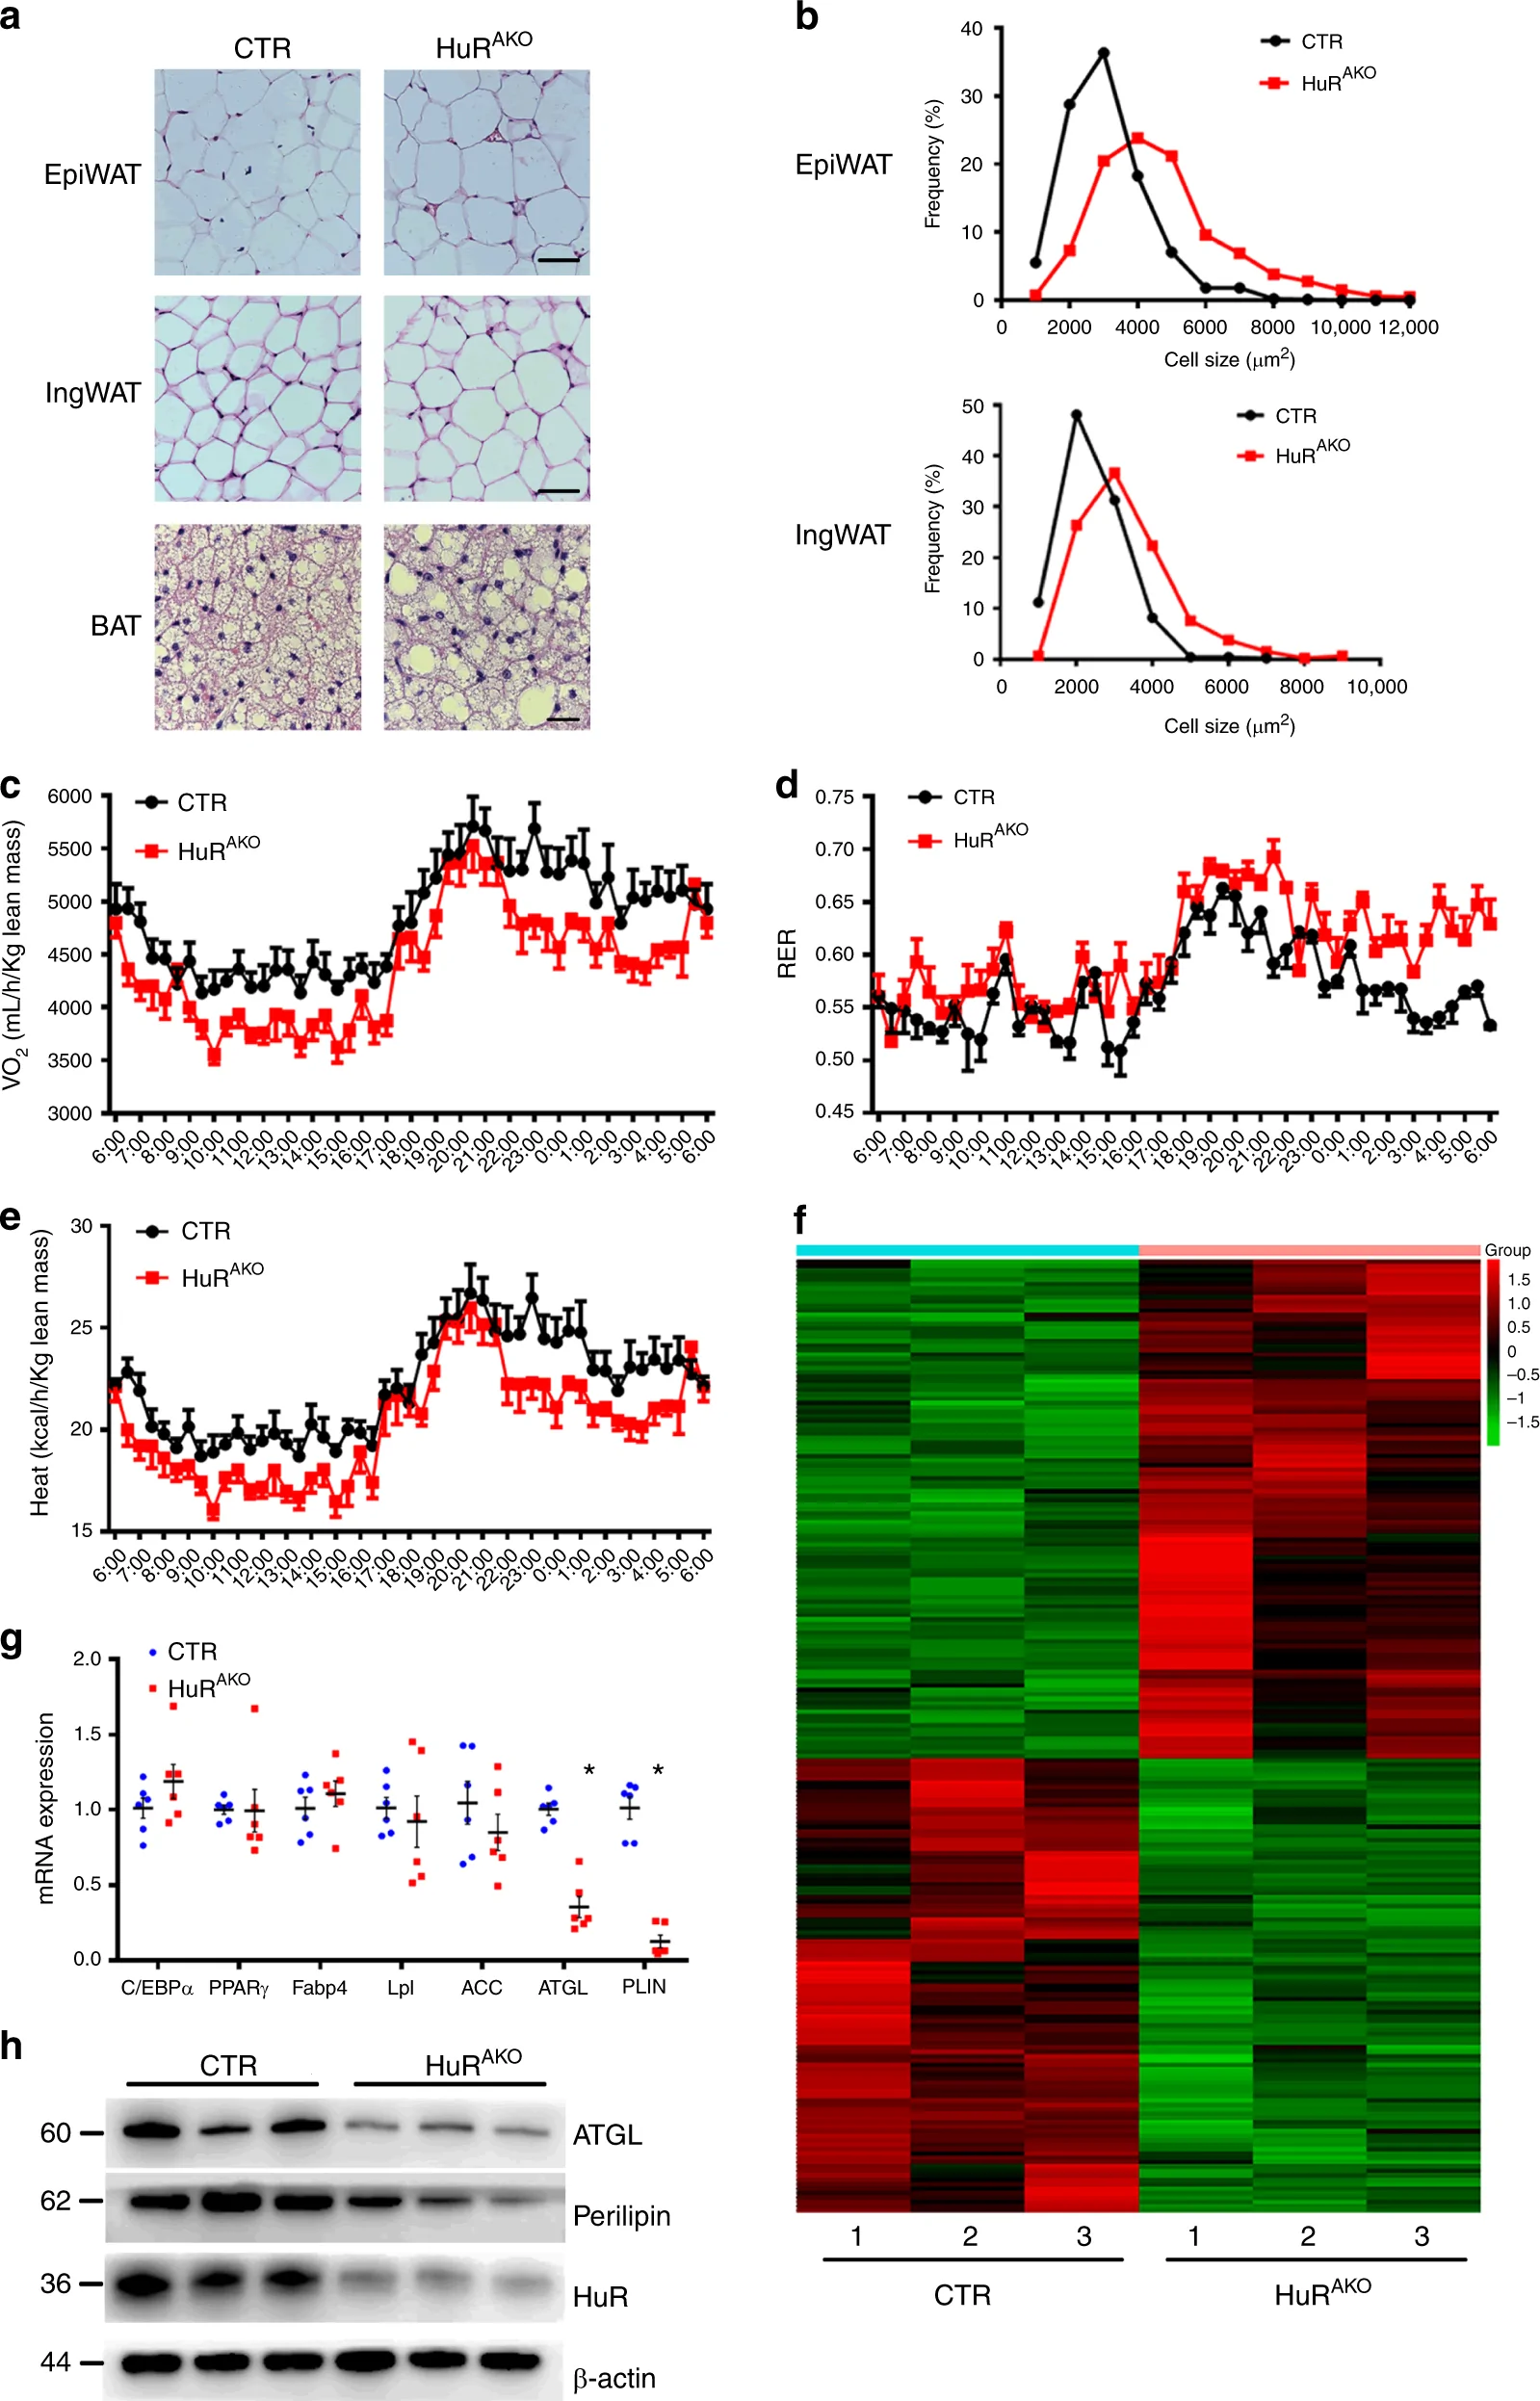
*HuR* ablation results in adipocyte hypertrophy. **a** Representative H&E images of epiWAT, ingWAT and BAT in HFD-fed control and HuR^AKO^ mice. Scale bar 50 μm for WAT and 20 μm for BAT. **b** Quantification of adipocyte diameter. Total 300–350 cells per group were measured (*n* = 5). **c**–**e** Metabolism studies of control and HuR^AKO^ mice fed an HFD: oxygen consumption (**c**), respiratory exchange ratio (RER) (**d**) and heat production (**e**) (*n* = 4). **f** Heatmap represents genes with >1.5-fold upregulation or >1.5-fold downregulation in *HuR*-deficient adipose tissue compared with control. **g** qPCR analysis of mRNA levels of genes related to adipogenesis, adipocyte differentiation and lipolysis in epididymal adipose tissue from control and HuR^AKO^ mice fed an HFD (*n* = 6), *comparison of HuR^AKO^ vs. control. **h** Protein expression of ATGL and PLIN with *HuR* ablation in adipose tissue (*n* = 3). Data are represented as mean ± SEM. Significance was determined by Student’s *t* test analysis, *P < 0.05. Source data are provided as a Source Data file

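Beside the RNA-seq genes of Fig. 3f, marker genes of the cell types of adipose tissue were compared as lists. Of 27 lists tested, 5 passed the set test camera with its preset correlation, and every other split of the 6 mice into 3 and 3 gave 10 to 17. The count of lists thus does not set the genotypes apart from other groupings of these mice. Endothelial markers were higher as a set in HuR AKO mice, in 24 of 26 genes, with a median log2 fold change of 0.56 (adjusted p = 1.3e-13 from camera, 0.663 with an estimated correlation). None of the 26 passed the test over all genes, and 8 were higher when adjusted over the list alone, among them Kdr and Flt1, which encode VEGF receptors, and Robo4. Kdr was measured at 21.6 ± 3.04 FPKM in control and 36.7 ± 7.55 FPKM in HuR AKO mice (mean ± SD, n = 3). Smooth muscle and pericyte markers had a median log2 fold change of 0.38 over 17 genes (adjusted p = 1.19e-05 from camera, 0.663 with an estimated correlation), with 0 higher over all genes and 5 when adjusted over the list alone, Abcc9, Synpo2, Tagln, Mylk and Acta2. Acta2, smooth muscle actin, was measured at 90.3 ± 24.0 FPKM in control and 217 ± 80.7 FPKM in HuR AKO mice. The median of this list in HuR AKO replicate 3 (-0.149 from the mean of all mice) lay below those of control replicates 1 and 2 (-0.0764 and -0.145). Markers of lipid-associated and crown-like structure macrophages had a median log2 fold change of 0.57 over 18 genes (adjusted p = 6e-08 from camera, 0.663 with an estimated correlation), with 0 higher over all genes and 5 when adjusted over the list alone. These were the fatty acid-binding protein Fabp5, the proton pump subunit Atp6v0d2, the elastase Mmp12, Itgax (CD11c) and Gpnmb, and Atp6v0d2, Mmp12 and Gpnmb varied widely between HuR AKO mice, as for Mmp12 at 1.60 ± 0.726 FPKM in control and 15.9 ± 13.1 FPKM in HuR AKO mice. The median of this list in HuR AKO replicate 2 (-0.253) lay below that of control replicate 3 (0.0601). The values of Supplementary Data 1 had been seen when the lists were fixed, so its members are no independent evidence of a direction: they make up 7 of the 8 endothelial, 5 of the 5 smooth muscle, 5 of the 5 macrophage and 10 of the 12 mesothelial genes that passed over their list alone. In a test chosen after the data were seen, which left these members out, smooth muscle markers did not pass (median 0.25 over 12 genes, adjusted p = 0.15, range over the alternatives 1.59e-10 to 0.15). The remaining endothelial (0.39 over 19 genes, adjusted p = 1.83e-06), lipid-associated macrophage (0.44 over 13 genes, 0.00148) and mesothelial markers (-0.53 over 10 genes, 0.000963) passed, each at 0.984 with an estimated correlation. These p-values are the highest over the alternatives with the preset correlation, and the lowest were 5.66e-15, 1.2e-15 and 9.4e-16. Genes within the full endothelial, lipid-associated macrophage and mesothelial lists were correlated over the same mice (estimated correlation 0.241, 0.551 and 0.618). The members left in are thus no independent check of lists fixed after the other members had been seen.

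**Figure D1:**
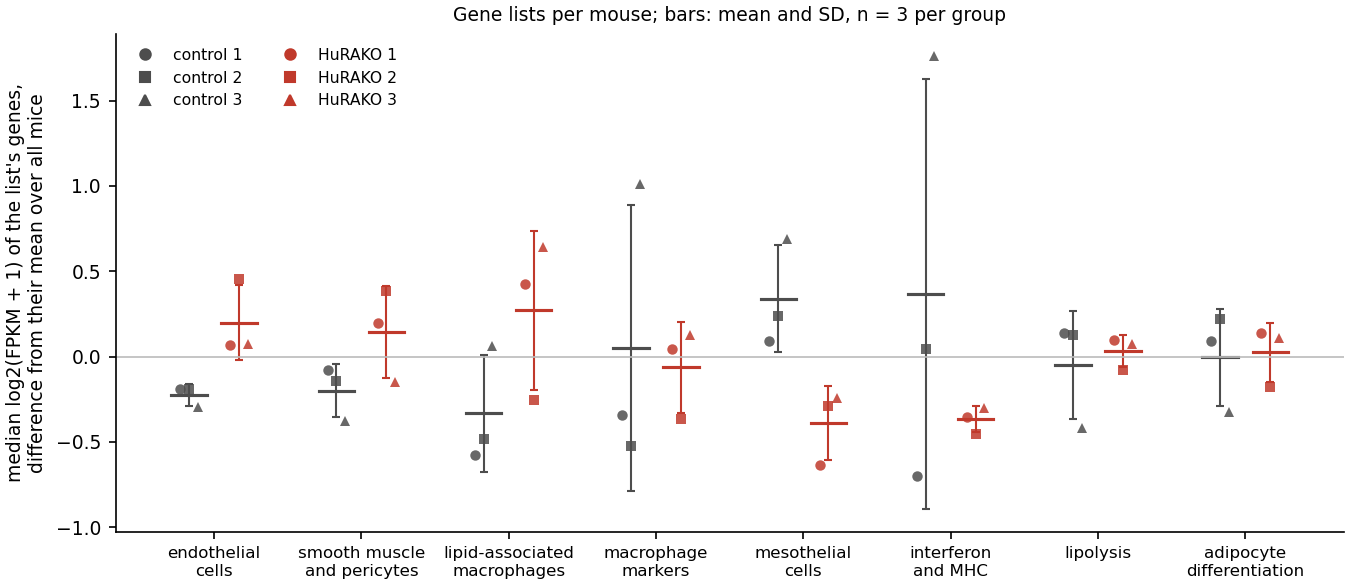
Median over each list of the difference of log2(FPKM + 1) from the gene's mean over all mice, where points are mice, horizontal bars are means and error bars are SD over 3 mice. The interferon and MHC genes and the macrophage markers stand highest in control replicate 3.

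Mesothelial markers were lower as a set, in 19 of 20 genes, with a median log2 fold change of -0.72 (adjusted p = 1.3e-13 from camera, 0.663 with an estimated correlation). None passed the test over all genes, and 12 were lower when adjusted over the list alone, among them Bnc1, the keratins Krt8, Krt18 and Krt19, and Upk3b, at 75.8 ± 18.1 FPKM in control and 40.1 ± 5.95 FPKM in HuR AKO mice. Interferon-stimulated and MHC genes had a median log2 fold change of -0.76 over 22 genes (adjusted p = 0.00133 from camera, 0.984 with an estimated correlation), with 0 lower over all genes and 0 when adjusted over the list alone. Their call rested on control replicate 3, without which the adjusted p was 0.603, and it was 0.155 with array weights (range over the alternatives 1.49e-09 to 0.603). General macrophage markers did not pass the test (median log2 fold change -0.17 over 21 genes, adjusted p = 0.565), with 0 past it over all genes and 0 when adjusted over the list alone. This turned on single mice. The list passed as lower without control replicate 2 (median -0.47, adjusted p = 0.00443) and as higher without control replicate 3 (median 0.30, adjusted p = 0.00429). The range over the alternatives was 0.00429 to 0.924, and adjusted p = 0.984 with an estimated correlation over all mice. Control replicate 3 had the highest median of macrophage, mesothelial and interferon genes of the 6 mice.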

We also evaluated the effect of *HuR* ablation in adipose tissue on basic metabolic activity. Under the HFD condition, HuR^AKO^ mice showed significantly reduced oxygen consumption and heat production, increased respiratory exchange rate (RER) as compared with controls (Fig. 3c−e and Supplementary Fig. 2c–e). Control and HuR^AKO^ mice did not differ in food intake and physical activity (Supplementary Fig. 2f,g). The reduced resting metabolic rate might account for the obesity seen in HuR^AKO^ mice.

To explore the specific mechanism of HuR ablation causing adipocyte hypertrophy, we used gene array assay of control and *HuR*-deficient adipose tissue. 

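Epididymal adipose tissue of 3 control mice (HuR flox/flox without AdipoQ-Cre) and 3 HuR AKO mice was taken after 16 weeks of HFD that began at 8 weeks of age, and the RNA of each mouse was sequenced on its own. The text calls the assay a gene array and the methods describe RNA-seq, and the deposited values are those of RNA-seq. The methods name the KAPA-Stranded library kit, while the sample labels name an Illumina TruSeq kit, and the HiSeq instruments they give differ too. The authors aligned the reads to GRCm38 with Bowtie 0.12.2, by the notes of the deposit, and gave the expression of each gene and of each transcript as FPKM (fragments per kilobase of transcript, scaled to the mapped fragments). The sources used here do not name the program that made the FPKM values. HuR (Elavl1, ENSMUSG00000040028.10, chromosome 8 from 4285382 to 4325413) was measured at 4.59 ± 0.576 FPKM in control mice and 5.18 ± 0.489 FPKM in HuR AKO mice (mean ± SD, n = 3 mice per group). Its log2 fold change was 0.15 (standard error 0.12, adjusted p = 0.807 from limma), and the 2 groups overlapped (exact permutation test, two-sided, p = 0.3, where 3 mice against 3 allow no p under 0.1). Exons 2 to 5, drawn between the loxP sites in Fig. 1c, hold 672 of the 5743 exonic bases of its transcript, or 11.7%, and exon 6 holds 79.1%. The groups are named by the sample labels throughout.

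**Figure D2:**
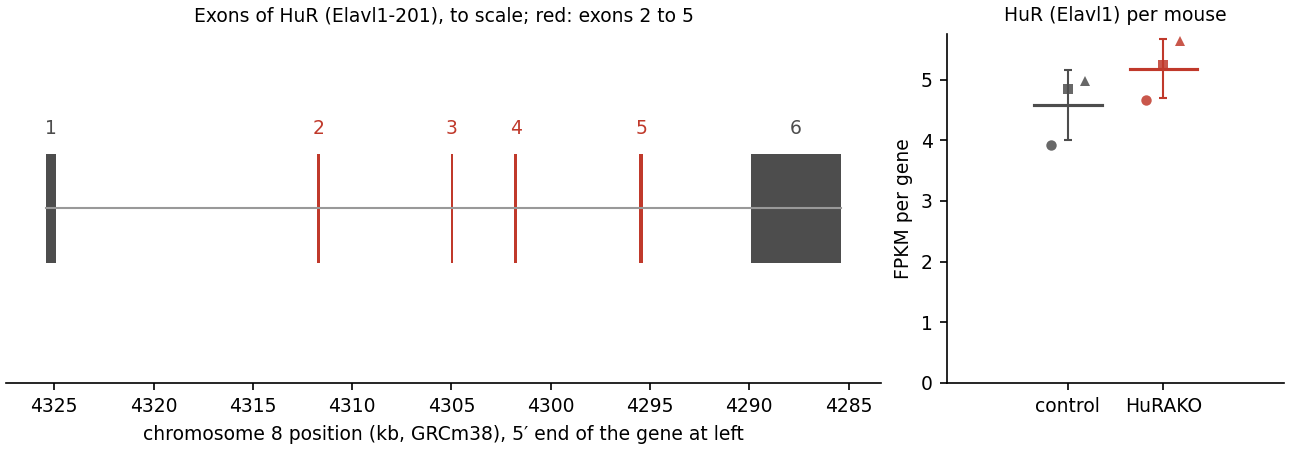
Exons of HuR on chromosome 8 (position in kb) at left, with exons 2 to 5 in red, and FPKM of HuR per mouse at right, where points are mice, horizontal bars are means and error bars are SD. The control mice lie at 3.93, 4.85 and 4.98 FPKM and the HuR AKO mice at 4.66, 5.24 and 5.63 FPKM.

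The table per gene lists 13116 protein-coding genes and the table per transcript 24946 transcripts. Read counts cannot be taken from these FPKM values, so the depth of each mouse is unknown. The summed FPKM of all genes ran from 250270 to 264055 per mouse. Differences were tested with limma on log2(FPKM + 1), a scale that understates changes of low genes, in the 12847 genes with a mean of at least 0.5 FPKM over the 6 mice. In a principal component analysis of these genes, control replicate 3 lay at 48.3 on the first component, which held 41.1% of the variance, and the other mice lay between -14.5 and -3.09. Its correlation with the other mice was 0.932 to 0.945. Against the mean of the other 2 control mice, its macrophage markers were higher by 1.42 on the log2 scale (standard error over 21 genes 0.153, with 21 of 21 above), and its interferon-stimulated and MHC genes by 1.91 (standard error over 22 genes 0.171).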

We found 103 genes with >1.5-fold upregulation and 113 genes with >1.5-fold downregulation with *HuR* deletion (Fig. 3f and Supplementary Data 1). 

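In the limma fit, 163 protein-coding genes were higher and 174 lower in HuR AKO mice at the paper's thresholds, an unadjusted p under 0.05 and a fold over 1.5. A linear model without moderation of the variance and without a filter, chosen after the data were seen, gave the paper's 103 and 113. In simulated data, the limma fit called 191 genes that had been given no change. Of the 10 splits of the 6 mice into 3 and 3, 2 gave at least the real 337 genes, the real one included, and the highest other gave 396. Hspb7, which encodes a small heat shock protein (ENSMUSG00000006221.7, chromosome 4 from 141420779 to 141425311), rose from 4.31 ± 0.607 FPKM in control mice to 22.2 ± 2.1 FPKM in HuR AKO mice (mean ± SD, n = 3), a log2 fold change of 2.13 (standard error 0.13, adjusted p = 0.023 from limma). Sfrp5, a secreted Wnt antagonist made by adipocytes, was measured at 43.8 ± 4.14 FPKM in control and 257 ± 66.5 FPKM in HuR AKO mice (adjusted p = 0.0747). The other genes of the 8 higher ones with the smallest p were Tmem70, an assembly factor of the mitochondrial ATP synthase, Jade3, Stk38, Zfp949, Plcb4 and Prelp, a proteoglycan of the extracellular matrix at 205 ± 27.1 FPKM in control and 391 ± 28.2 FPKM in HuR AKO mice. The 8 lower genes with the smallest p were Isl1, a LIM homeobox transcription factor, Efs, the galectin Lgals7, Csrp2, the matrix protein Fbln1, Tmem255a, Tuba8 and Rpp25, with log2 fold changes from -1.59 for Lgals7 to -0.76 for Rpp25. Isl1 was measured at 3.36 ± 0.816 FPKM in control and 0.656 ± 0.0251 FPKM in HuR AKO mice, and Fbln1 at 34.0 ± 2.84 and 17.0 ± 2.38 FPKM.

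**Figure D3:**
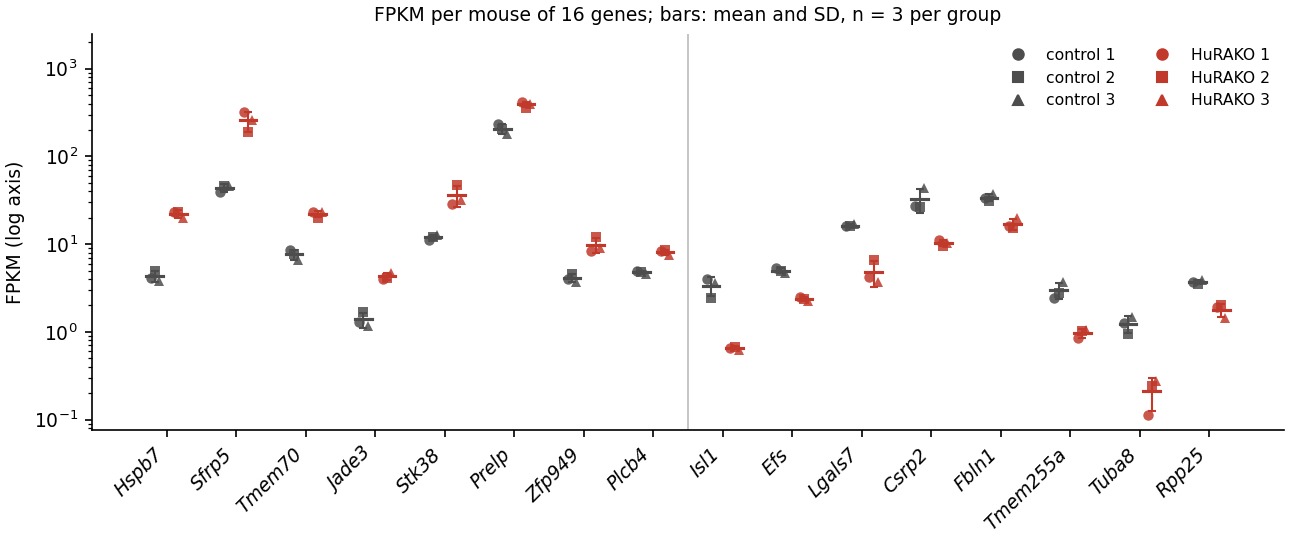
FPKM per mouse, on a log axis, of the 8 higher (left) and 8 lower (right) genes with the smallest p, where points are mice, horizontal bars are means and error bars are SD. The 2 groups do not overlap in any of these 16 genes, which was a condition for naming them.

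Of 20 adipokines, 0 passed the test over all genes and 4 were higher when adjusted over the list alone. These were Sfrp5, the vasoactive peptide Apln (log2 fold change 0.96), C1qtnf9 (0.66) and leptin (Lep), at 115 ± 47.3 FPKM in control and 309 ± 80.2 FPKM in HuR AKO mice. All 4 are genes of Supplementary Data 1, whose values had been seen when the list was fixed, and the other 16 had a median log2 fold change of 0.00. The adipokine list as a whole did not pass the set test (adjusted p = 0.0823 from camera, 0.663 with an estimated correlation). Of the genes past the paper's thresholds, 138 higher and 154 lower ones had no overlap between the groups, and 1891 of all genes tested, or 14.7%, had none, where chance gives 10%. Hspb7 was the single gene at an adjusted p under 0.05 of 12847, with 1031 at an unadjusted p under 0.05, and its adjusted p was 0.231 with the replicate number as a replicate block, 0.306 without moderation of the variance, 0.051 with a pseudocount of 0.1, and 0.237, 0.1, 0.253 and 0.0963 without control replicate 1, control replicate 2, HuR AKO replicate 1 and HuR AKO replicate 2 (range over the alternatives 0.0166 to 0.312). The 337 genes at the paper's thresholds became 563 with a pseudocount of 0.1, 541 with FPKM rescaled to a common sum, 213 without moderation and 518 without control replicate 1.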

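ATTTA, the core of AU-rich elements, stands in the longest annotated 3′-UTR of 111 of the 174 genes that were lower in HuR AKO mice at the paper's thresholds, or 63.8%. Of all 12706 tested genes with a 3′-UTR, 8871 hold it, or 69.8% (odds ratio of the lower genes against the rest 0.759, Fisher's exact test, two-sided, p = 0.0959). Of the 161 higher genes with a 3′-UTR, 117 hold it, or 72.7% (Fisher's exact test, p = 0.489). Lower genes had shorter 3′-UTRs, with a median of 915 bases against 1161 bases over all tested genes, and a longer 3′-UTR holds ATTTA more often by chance. In 10000 random lists of as many genes with matched 3′-UTR lengths, the median share was 65.5% and the central 95% of the lists lay between 59.2% and 71.3% (two-sided permutation p = 0.658). Of the lower genes of Supplementary Data 1, 111 were tested and 73 of them hold ATTTA, or 65.8%, against a median of 66.7% in random lists with matched lengths. Of the same 111 genes, 28 hold the longer TATTTAT and 36 hold WWATTTAWW, where W is A or T. The sources used here do not give the paper's definition of an AU-rich element, so its count may rest on another measure. Of the 174 lower genes, 51 hold WWATTTAWW, or 29.3%, against 36.6% of all tested genes (Fisher's exact test, p = 0.0474, and permutation p = 0.548 with matched lengths). Annotation and sequence were those of GENCODE M21.

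**Figure D4:**
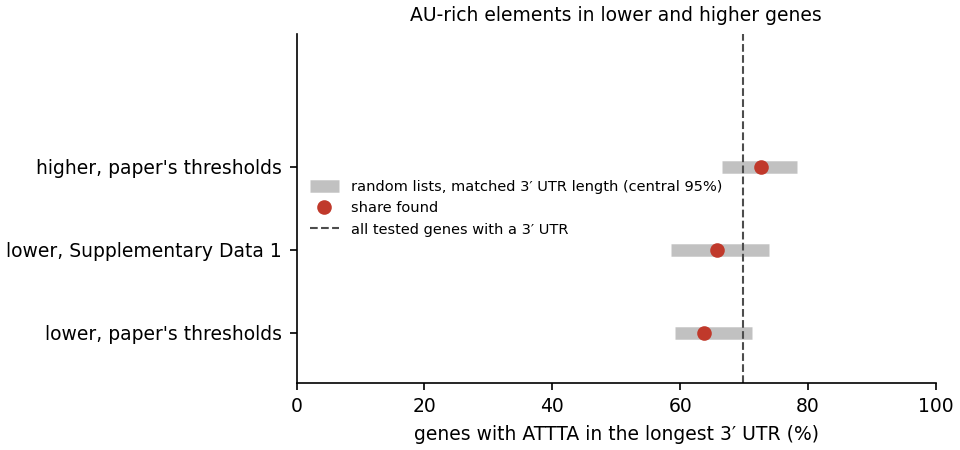
Share of genes with ATTTA in the longest 3′-UTR (x axis, percent) for 3 gene sets (y axis), where points are shares, grey bars are the central 95% of random lists with matched 3′-UTR lengths and the dashed line is the share of all tested genes with a 3′-UTR, 69.8%. The 3 shares lie within their grey bars.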

We consulted the mRNA 3′-UTR region of 113 downregulated genes and found that there were 75 genes with those 3′-UTR region containing AREs as the predicted targets of HuR (Supplementary Table 2). We further measured the mRNA level of lipid metabolism-associated markers in adipose tissue by qPCR. The expression of adipogenic transcription factors, including CCAAT/enhancer-binding protein α (*C/EBPα*), and *PPARγ* were not changed in HuR^AKO^ mice, nor were the expression of adipocyte differentiation markers such as adipocyte fatty acid-binding protein (*Fabp4*) and lipoprotein lipase (*Lpl*) and fatty acid synthesis genes such as acetyl-CoA carboxylase (*ACC*). However, lipolysis-associated genes including *ATGL* and Perilipin (*PLIN*) were significantly inhibited in HuR^AKO^ mice as compared with controls (Fig. 3g). The protein expression of ATGL and PLIN was also decreased with *HuR* ablation in adipose tissues (Fig. 3h). These data suggest that adipocyte hypertrophy in HFD-fed HuR^AKO^ mice may be due to inhibited lipolysis and greater triglycerides accumulation rather than abnormal adipocyte differentiation.

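In the RNA-seq of HFD-fed mice, the genes of lipolysis went both ways in HuR AKO adipose tissue. Of 22 such genes, 0 passed the test over all genes and 1 was lower when adjusted over the list alone, Hcar2, a receptor that curbs lipolysis, at 14.5 ± 2.34 FPKM in control and 6.69 ± 1.53 FPKM in HuR AKO mice (mean ± SD, n = 3). Hcar2 is a gene of Supplementary Data 1, whose values had been seen when the list was fixed. ATGL (Pnpla2), the first lipase of triglyceride breakdown, was measured at 573 ± 131 FPKM in control and 567 ± 78.1 FPKM in HuR AKO mice (log2 fold change 0.00, standard error 0.20, adjusted p = 0.997 from limma). Perilipin (Plin1), which coats the lipid droplet, was measured at 230 ± 69.4 and 225 ± 63.6 FPKM (log2 fold change -0.01, standard error 0.30, adjusted p = 0.995 from limma). Hormone-sensitive lipase (Lipe) had a log2 fold change of 0.11, and the β3 adrenergic receptor Adrb3 one of -0.68 (adjusted p = 0.916 and 0.7 from limma). Aqp7, the glycerol channel of adipocytes, had a log2 fold change of 0.58 (adjusted p = 0.51), and Hilpda, an inhibitor of ATGL, one of 1.29 (adjusted p = 0.636). The list had a median log2 fold change of 0.01 (adjusted p = 0.826 from camera, 0.984 with an estimated correlation).

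**Figure D5:**
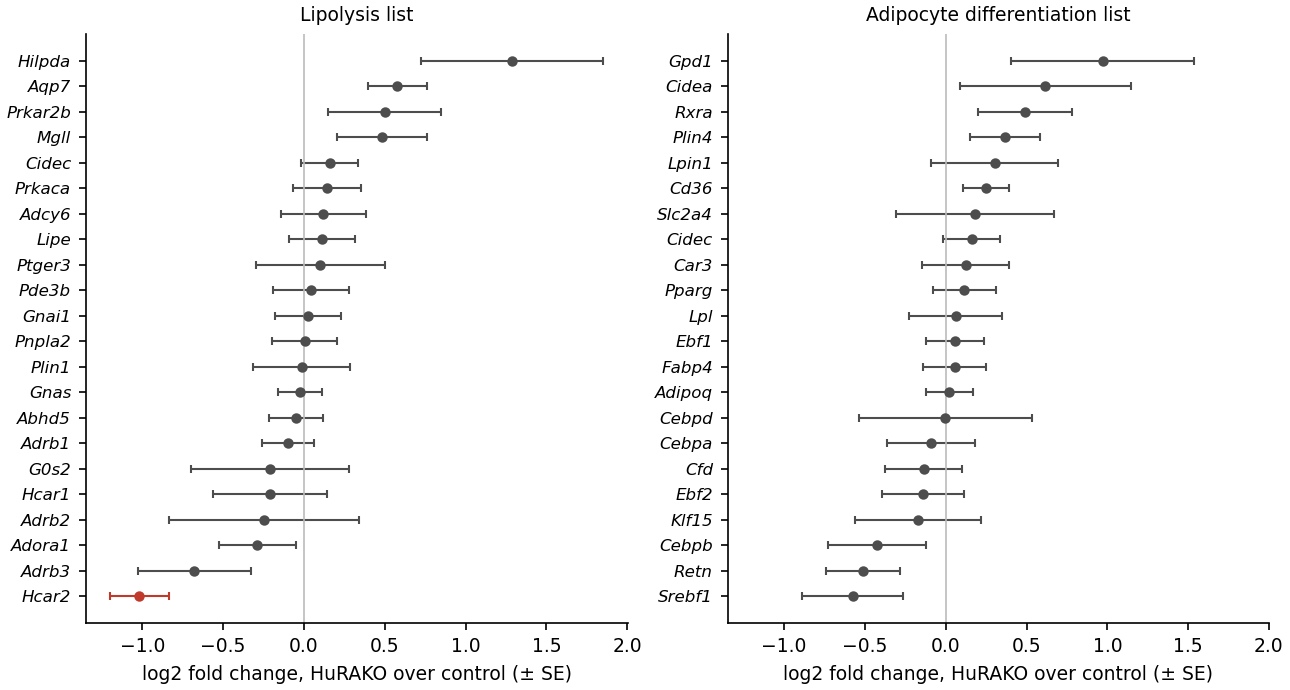
Log2 fold change in HuR AKO over control mice (x axis) of 22 genes of lipolysis at left and 22 genes of adipocyte differentiation at right (y axes), where points are estimates and error bars are standard errors. Hcar2, in red, passed the test when adjusted over its list alone.

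Of 22 genes of adipocyte differentiation, 0 passed the test over all genes and 0 when adjusted over the list alone, with a median log2 fold change of 0.06 (adjusted p = 0.539 from camera, 0.984 with an estimated correlation). Pparg, Cebpa, Fabp4 and Lpl had log2 fold changes of 0.12, -0.09, 0.05 and 0.06. Of 25 genes of fatty acid and triglyceride synthesis, 0 passed the test over all genes and 0 when adjusted over the list alone (median log2 fold change 0.12, adjusted p = 0.888 from camera). The list passed as lower without control replicate 3 (median -0.22, adjusted p = 0.04, range over the alternatives 0.04 to 0.983, and 0.984 with an estimated correlation over all mice). Acaca, which encodes an acetyl-CoA carboxylase, had a log2 fold change of -0.51 (adjusted p = 0.772 from limma). From the RT-qPCR and protein levels of Fig. 3g, h, the paper proposes that lowered lipolysis, rather than altered differentiation, underlies the hypertrophy. It also reports less release of fatty acids and glycerol from HuR AKO tissue and cells. Differentiation was, in the paper, unaffected by overexpression or knockout of HuR.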

### Adipose-specific *HuR* ablation suppresses adipocyte lipolysis

To further determine whether lipolytic activity was impaired in HuR^AKO^ mice, the epiWAT from HFD-fed control and HuR^AKO^ mice was isolated and treated with isoproterenol (ISO, β adrenergic receptor agonist), which simulates lipolysis by activating the protein kinase A (PKA) pathway. ISO-stimulated glycerol and FFA release were decreased in HuR^AKO^ explants vs. control explants. Both basal and stimulated FFA release rates were reduced with HuR ablation (Fig. 4a). We further measured lipolysis stimulated by CL316243 (β3 adrenergic receptor agonist) in vivo. Serum FFA as well as glycerol levels were significantly lower in HuR^AKO^ than control mice 15 min after CL316243 stimulation (Fig. 4b).

**Fig. 4:**
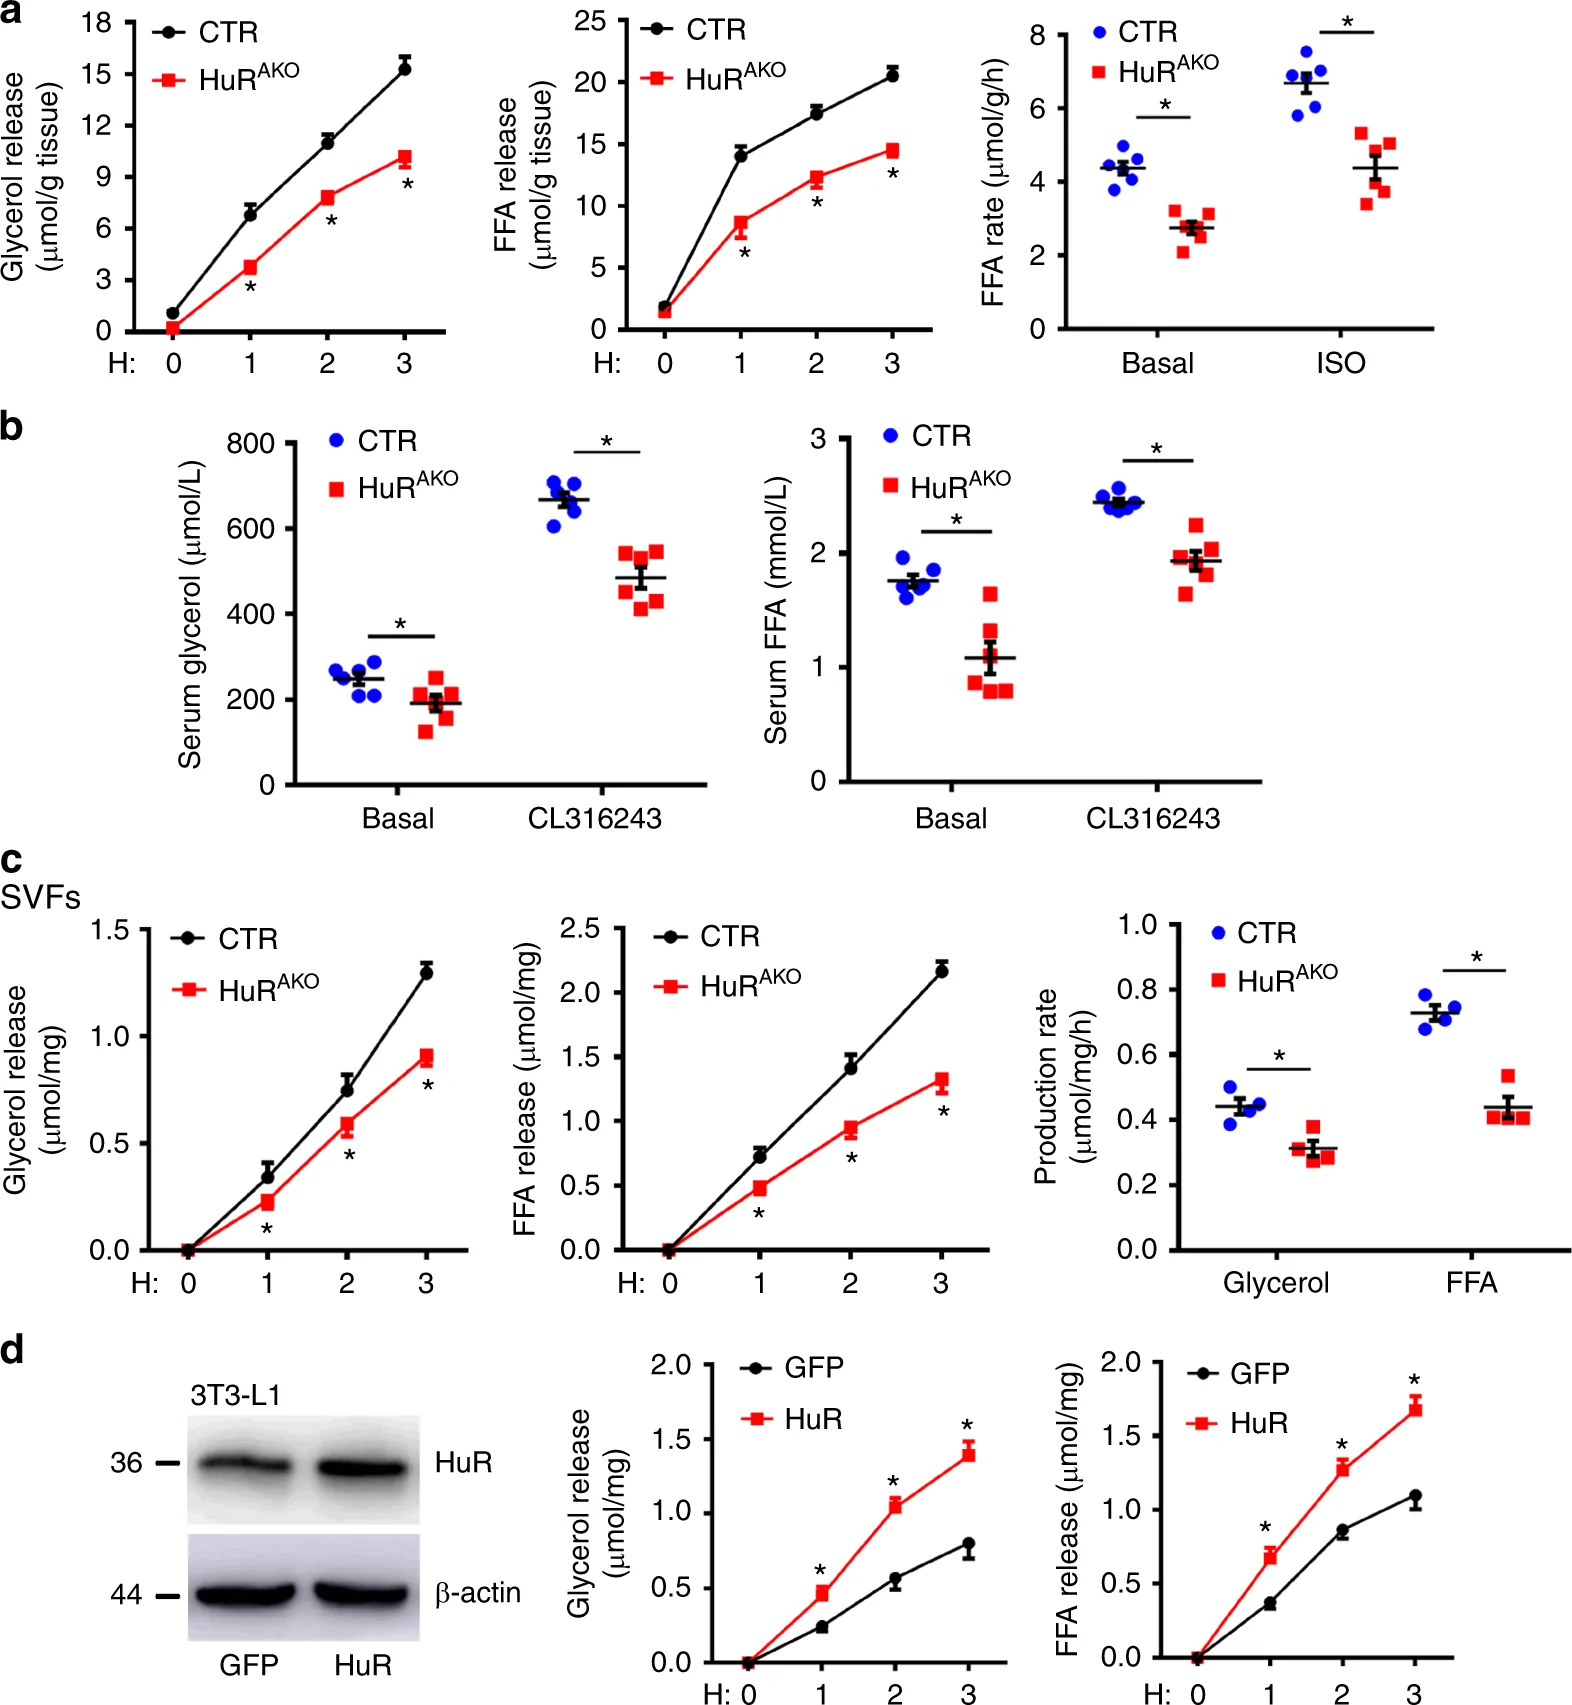
Adipose-specific *HuR* ablation suppresses adipocyte lipolysis. **a** EpiWAT explants were prepared from HFD-fed control and HuR^AKO^ mice, and stimulated with 1 μM ISO. FFA and glycerol release were measured (normalized to total protein levels). FFA release rates were calculated (*n* = 6), *comparison of HuR^AKO^ vs. control. **b** HFD-fed control and HuR^AKO^ mice were injected with CL316243 (1 mg kg^−1^ body weight). Serum FFA and glycerol levels were measured (*n* = 6), *comparison of HuR^AKO^ vs. control. **c** SVFs were isolated from control and HuR^AKO^ mice, differentiated to adipocytes, and stimulated with 10 μM ISO. Glycerol and FFA release were calculated (normalized to total protein levels) (*n* = 4), *comparison of HuR^AKO^ vs. control. **d** Differentiated 3T3-L1 adipocytes were infected with adenovirus expressing GFP or HuR for 48 h. Cell extracts were immunoblotted with antibodies against HuR and β-actin. Adipocytes were stimulated with 10 μM ISO, and FFA and glycerol release were calculated (normalized to total protein levels) (*n* = 4), *comparison of HuR vs. GFP. Data are represented as mean ± SEM. Significance was determined by Student’s *t* test analysis, *P < 0.05. Source data are provided as a Source Data file

In light of the adversity of cell populations within adipose explants, we isolated epididymal SVFs from HuR^AKO^ and control mice and stimulated their differentiation into adipocytes followed by lipolytic assay. As expected, ISO-stimulated FFA and glycerol release amount and rate were decreased in differentiated adipocytes from HuR^AKO^ mice (Fig. 4c). In addition, we evaluated the effect of HuR overexpression on lipolysis. 3T3-L1 adipocytes were infected with an adenovirus expressing HuR or green fluorescent protein (GFP) and stimulated with ISO. HuR overexpression significantly exacerbated ISO-stimulated lipolysis (Fig. 4d). These results demonstrate that *HuR* ablation in adipose tissue suppressed lipolysis, which resulted in adipocyte hypertrophy and adiposity in HuR^AKO^ mice.

### HuR regulates *ATGL* mRNA stability

In light of the suppressed lipolysis and obesity phenotype in HuR^AKO^ mice, we examined the expression of lipolysis markers in ob/ob and HFD-fed C57/BL mice. The protein and mRNA levels of *ATGL* were decreased in these two obesity models, which were consistent with those of HuR (Fig. 5a, b and Supplementary Fig. 1c, d). To further determine the relation between HuR and ATGL, SVFs were isolated from control and HuR^AKO^ mice and then stimulated to differentiate into adipocytes. ATGL expression was decreased with *HuR* ablation (Fig. 5c). In addition, *HuR* overexpression increased ATGL protein level in differentiated 3T3-L1 adipocytes (Fig. 5d).

**Fig. 5:**
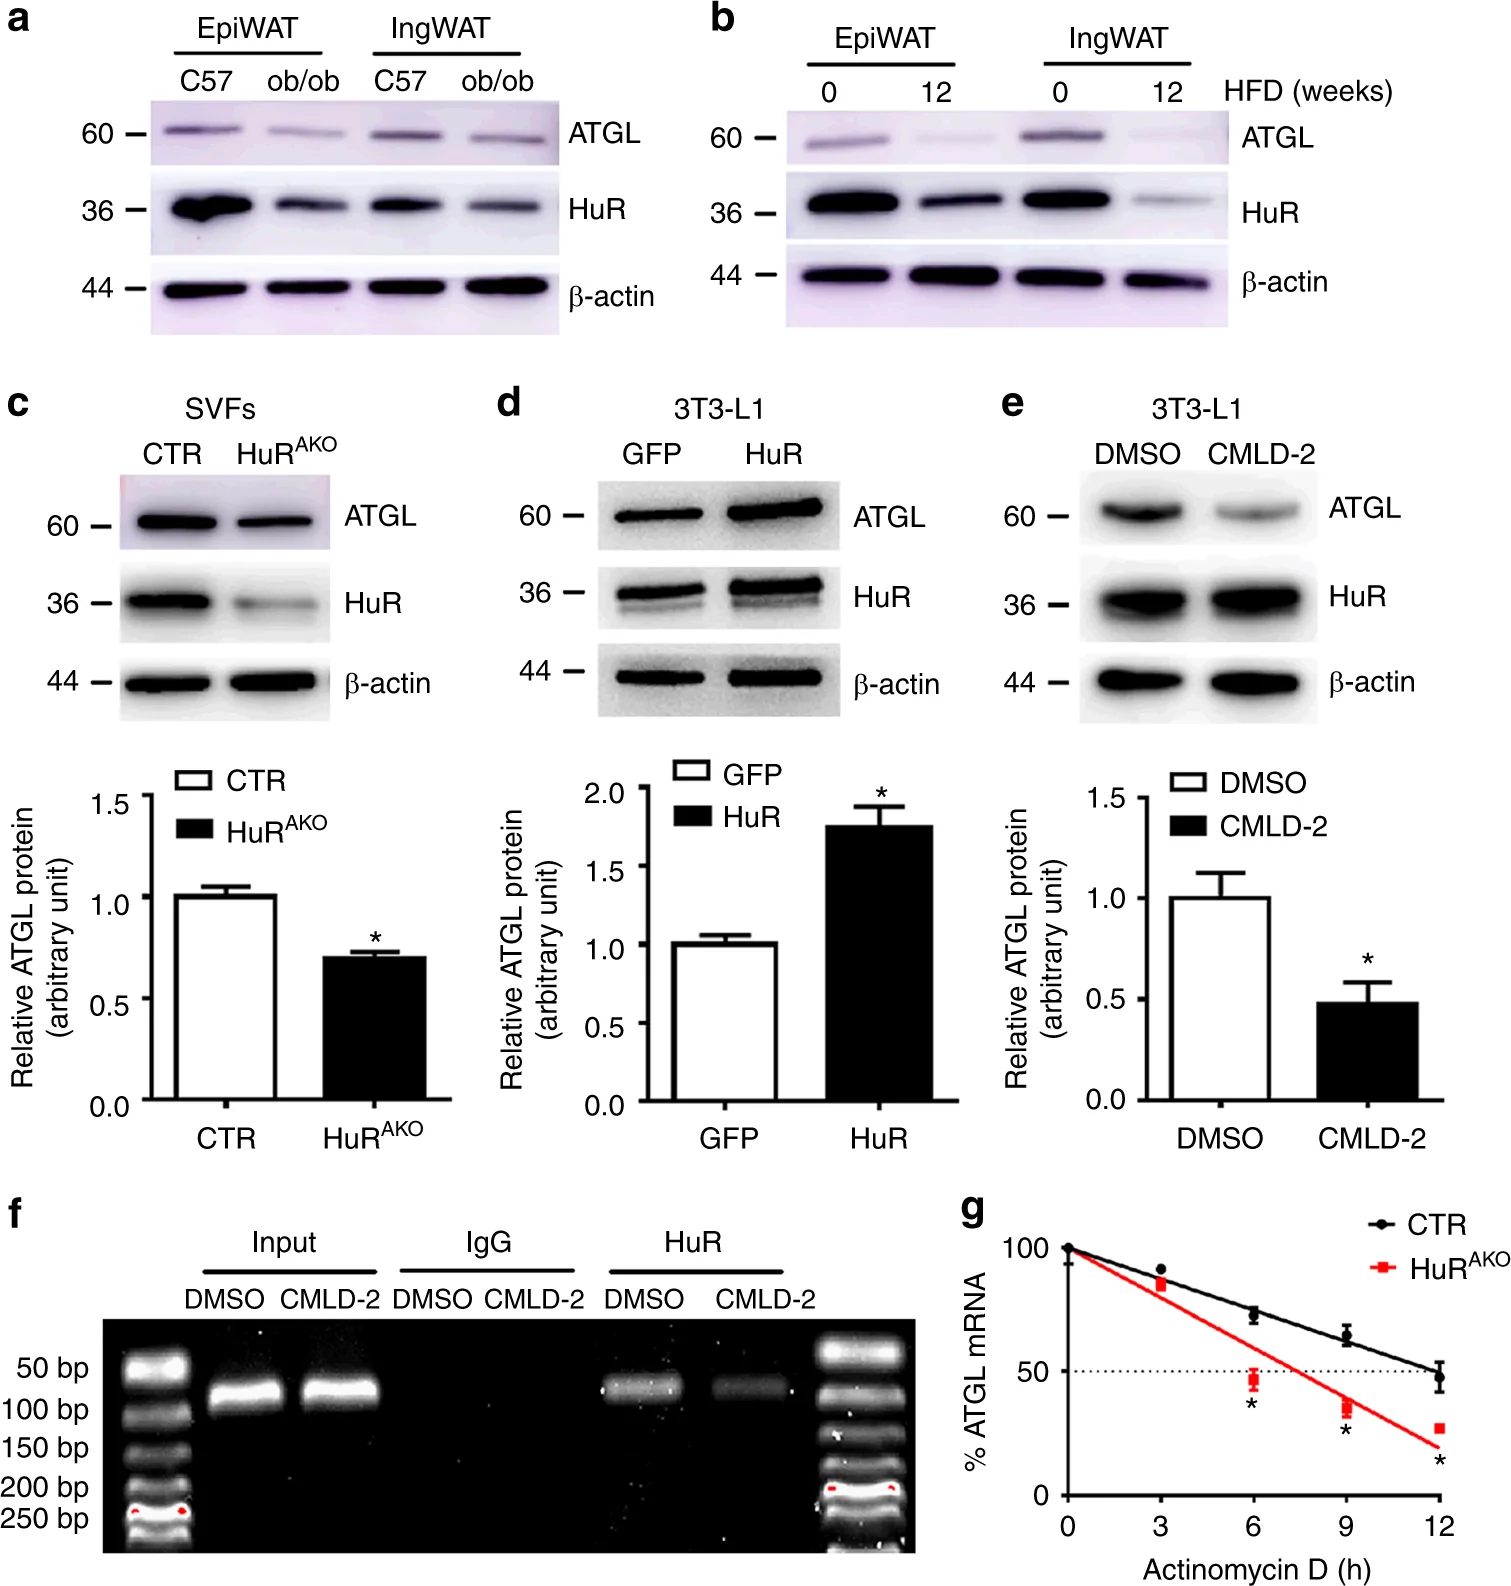
HuR regulates *ATGL* mRNA stability. **a** Western blot analysis of HuR and ATGL expression in adipose tissue (epiWAT and ingWAT) of 20-week-old C57BL/6J and ob/ob mice and quantification (*n* = 3), *comparison of ob/ob vs. C57. **b** Eight-week-old male C57BL/6J mice were fed with an HFD for an additional 12 weeks; western blot analysis of HuR and ATGL in adipose tissue and quantification (*n* = 3), *comparison of HFD (12w) vs. HFD (0w). **c** SVFs were isolated from control and HuR^AKO^ mice and differentiated to adipocytes. Western blot analysis of ATGL and quantification (*n* = 3), *comparison of HuR^AKO^ vs. control. **d** Differentiated 3T3-L1 adipocytes were infected with adenovirus expressing GFP or HuR for 48 h. Western blot analysis of ATGL protein level and quantification (*n* = 3), *comparison of HuR vs. GFP. **e** 3T3-L1 adipocytes were stimulated with CMLD-2 (30 μM) for 24 h. Western blot analysis of ATGL protein level and quantification (*n* = 3), *comparison of CMLD-2 vs. DMSO. **f** Differentiated 3T3-L1 adipocytes were stimulated with CMLD-2 (30 μM) or DMSO for 24 h. RNA immunoprecipitation with anti-HuR antibody or control IgG. **g** SVFs isolated from control and HuR^AKO^ mice were differentiated to adipocytes and stimulated with 10 µg mL^−1^ actinomycin D. *ATGL* mRNA level was determined by qPCR (*n* = 4), *comparison of HuR^AKO^ vs. control. Data are represented as mean ± SEM. Significance was determined by Student’s *t* test analysis, *P < 0.05. Source data are provided as a Source Data file

To better understand the regulation of ATGL expression by HuR, we examined the 3′-UTR of *ATGL* to assess whether *ATGL* may be a target of post-transcriptional modulation. We identified one conserved ARE in the 3′-UTR of mice *ATGL* mRNA, which suggests that *ATGL* may be a target of HuR. 3T3-L1 adipocytes were treated with the HuR-ARE interaction inhibitor CMLD-2, which can disrupt the interaction between HuR and its target mRNA. ATGL protein level was inhibited by CMLD-2 (Fig. 5e). We assessed the ability of HuR to bind to *ATGL* mRNA. RNA immunoprecipitation (IP) assay with an anti-HuR antibody or IgG revealed that HuR could bind to *ATGL* mRNA, which was inhibited by CMLD-2 (Fig. 5f). The regulation of *ATGL* mRNA by HuR was further confirmed by half-life assay. Differentiated SVFs from control or HuR^AKO^ mice were treated with actinomycin D, a transcriptional inhibitor. We found that the half-life of *ATGL* mRNA was shorter in HuR^AKO^ than control adipocytes (Fig. 5g). Moreover, consistent with the downregulation of HuR under high-fat diet, the *ATGL* mRNA stability in the epididymal adipose tissue from HFD-fed mice was decreased compared with that from normal chow diet (NCD)-fed mice (Supplementary Fig. 3a). However, HuR overexpression did not affect the half-life of *PLIN* (Supplementary Fig. 3b), which indicated that *PLIN* is not an HuR target. Above all, these results demonstrated that HuR directly targets *ATGL* mRNA and increases its stability and protein level.

### Adipose-specific *HuR* deletion exacerbates insulin resistance

Obesity is closely related to glucose intolerance and insulin resistance. Compared with NCD-fed CTR mice, HFD-fed CTR mice showed impaired glucose tolerance and insulin resistance (Supplementary Fig. 3c, d), accompanied with a decreased adipose HuR expression. Then, we assessed the effect of adipose-specific *HuR* deletion on glucose homeostasis and insulin sensitivity. HFD-fed HuR^AKO^ mice exhibited glucose intolerance and insulin resistance as compared with control mice (Fig. 6a, b). To understand the mechanism by which *HuR* ablation damaged insulin tolerance, we further examined the phosphorylation of insulin-stimulated Akt Ser473 in epiWAT, liver and skeletal muscle of mice. Insulin-induced Akt phosphorylation was attenuated in adipose tissue of HuR^AKO^ mice, indicating that *HuR* ablation in adipocytes could exacerbate HFD-induced insulin resistance in adipose tissue. However, given a significant reduction of basal Akt signaling and an increased fold under insulin-induced situation in liver and muscle tissues, adipose-specific *HuR* depletion led to their increased sensitivity to insulin under HFD (Fig. 6c, d). Consistently, HFD-fed HuR^AKO^ mice showed an increased fasting insulin level and decreased serum adiponectin level as compared with controls (Fig. 6e, f). Thus, adipose-specific *HuR* deletion exacerbates HFD-induced insulin resistance.

**Fig. 6:**
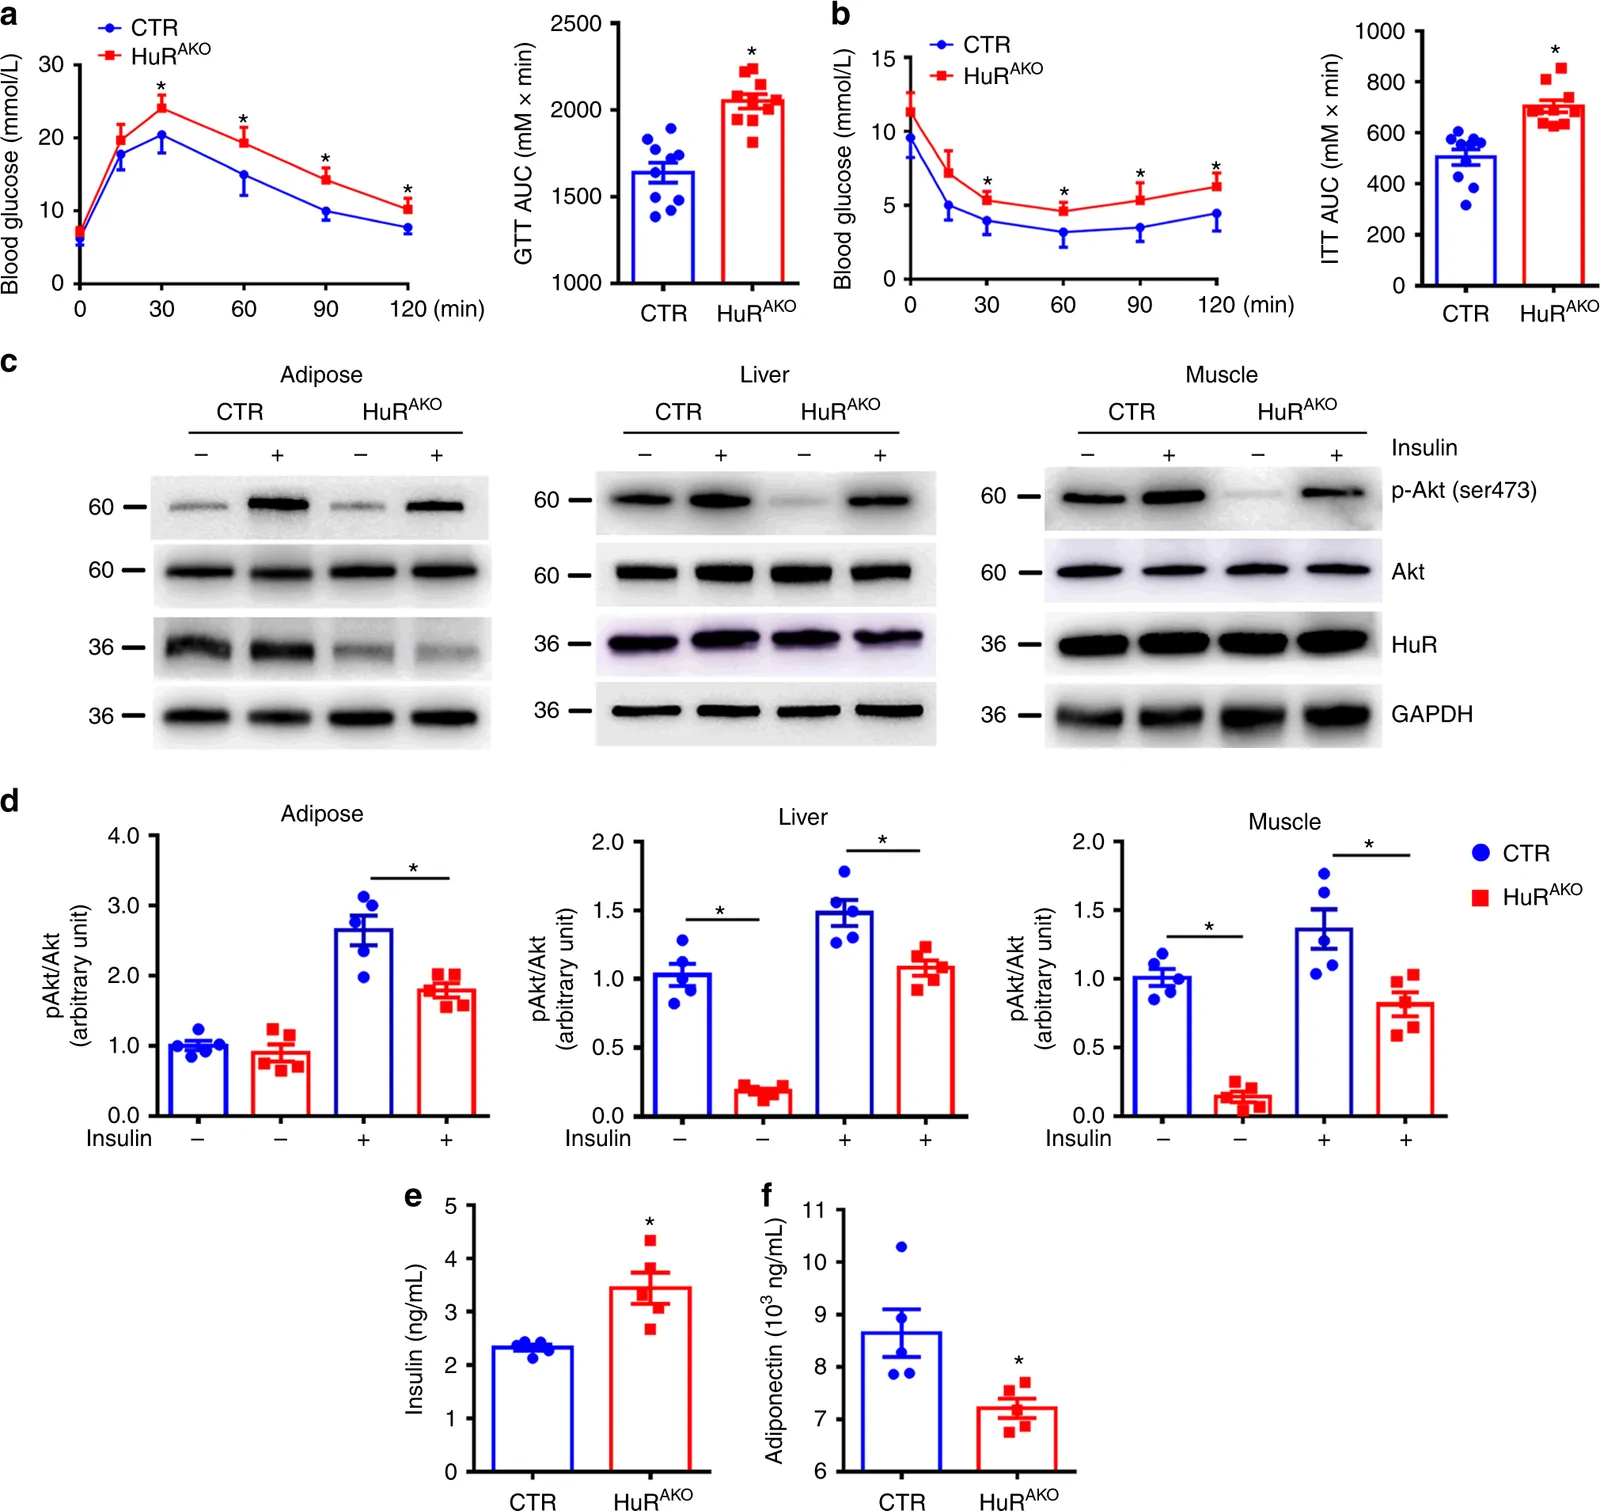
Adipose-specific *HuR* deletion exacerbates insulin resistance. **a**, **b** Glucose tolerance test (**a**) and insulin tolerance test (**b**) in control and HuR^AKO^ mice fed an HFD (*n* = 10), *comparison of HuR^AKO^ vs. control. Right panel, area under curve. **c**, **d** Western blot analysis of Akt phosphorylation and HuR in adipose tissue, liver and muscle of control and HuR^AKO^ mice with HFD. Protein levels were normalized to GAPDH level (*n* = 5), *comparison of HuR^AKO^ vs. control. **e**, **f** Serum insulin and adiponectin levels in overnight-fasted control and HuR^AKO^ mice fed an HFD (*n* = 5), *comparison of HuR^AKO^ vs. control. Data are represented as mean ± SEM. Significance was determined by Student’s *t* test analysis, *P < 0.05. Source data are provided as a Source Data file

### HFD-fed HuR^AKO^ mice show increased hepatic steatosis

Given that hepatic steatosis is closely associated with obesity and insulin resistance, we assessed the impact of adipose *HuR* deletion on hepatic lipid deposition. HFD-fed CTR mice showed more lipid accumulation in the liver than NCD-fed CTR mice and less lipid accumulation than HuR^AKO^ mice under an HFD diet (Fig. 7a). Furthermore, liver triglycerides and cholesterol levels were significantly higher in HuR^AKO^ mice relative to controls (Fig. 7b). The mRNA levels of sterol regulatory element-binding protein-1c (*Srebp-1c*), fatty acid transport protein 1 (*Fatp1*), *Fatp2*, *Fatp3*, *Fatp4* and fatty acid synthesis genes, such as fatty acid synthase (*FAS*) and *ACC* were significantly increased in livers of HuR^AKO^ mice, but *ATGL* expression were changed only slightly (Fig. 7c). Altogether, these data suggest that loss of adipocyte HuR exacerbated HFD-induced liver steatosis in part due to increased fatty acid uptake and lipogenesis.

**Fig. 7:**
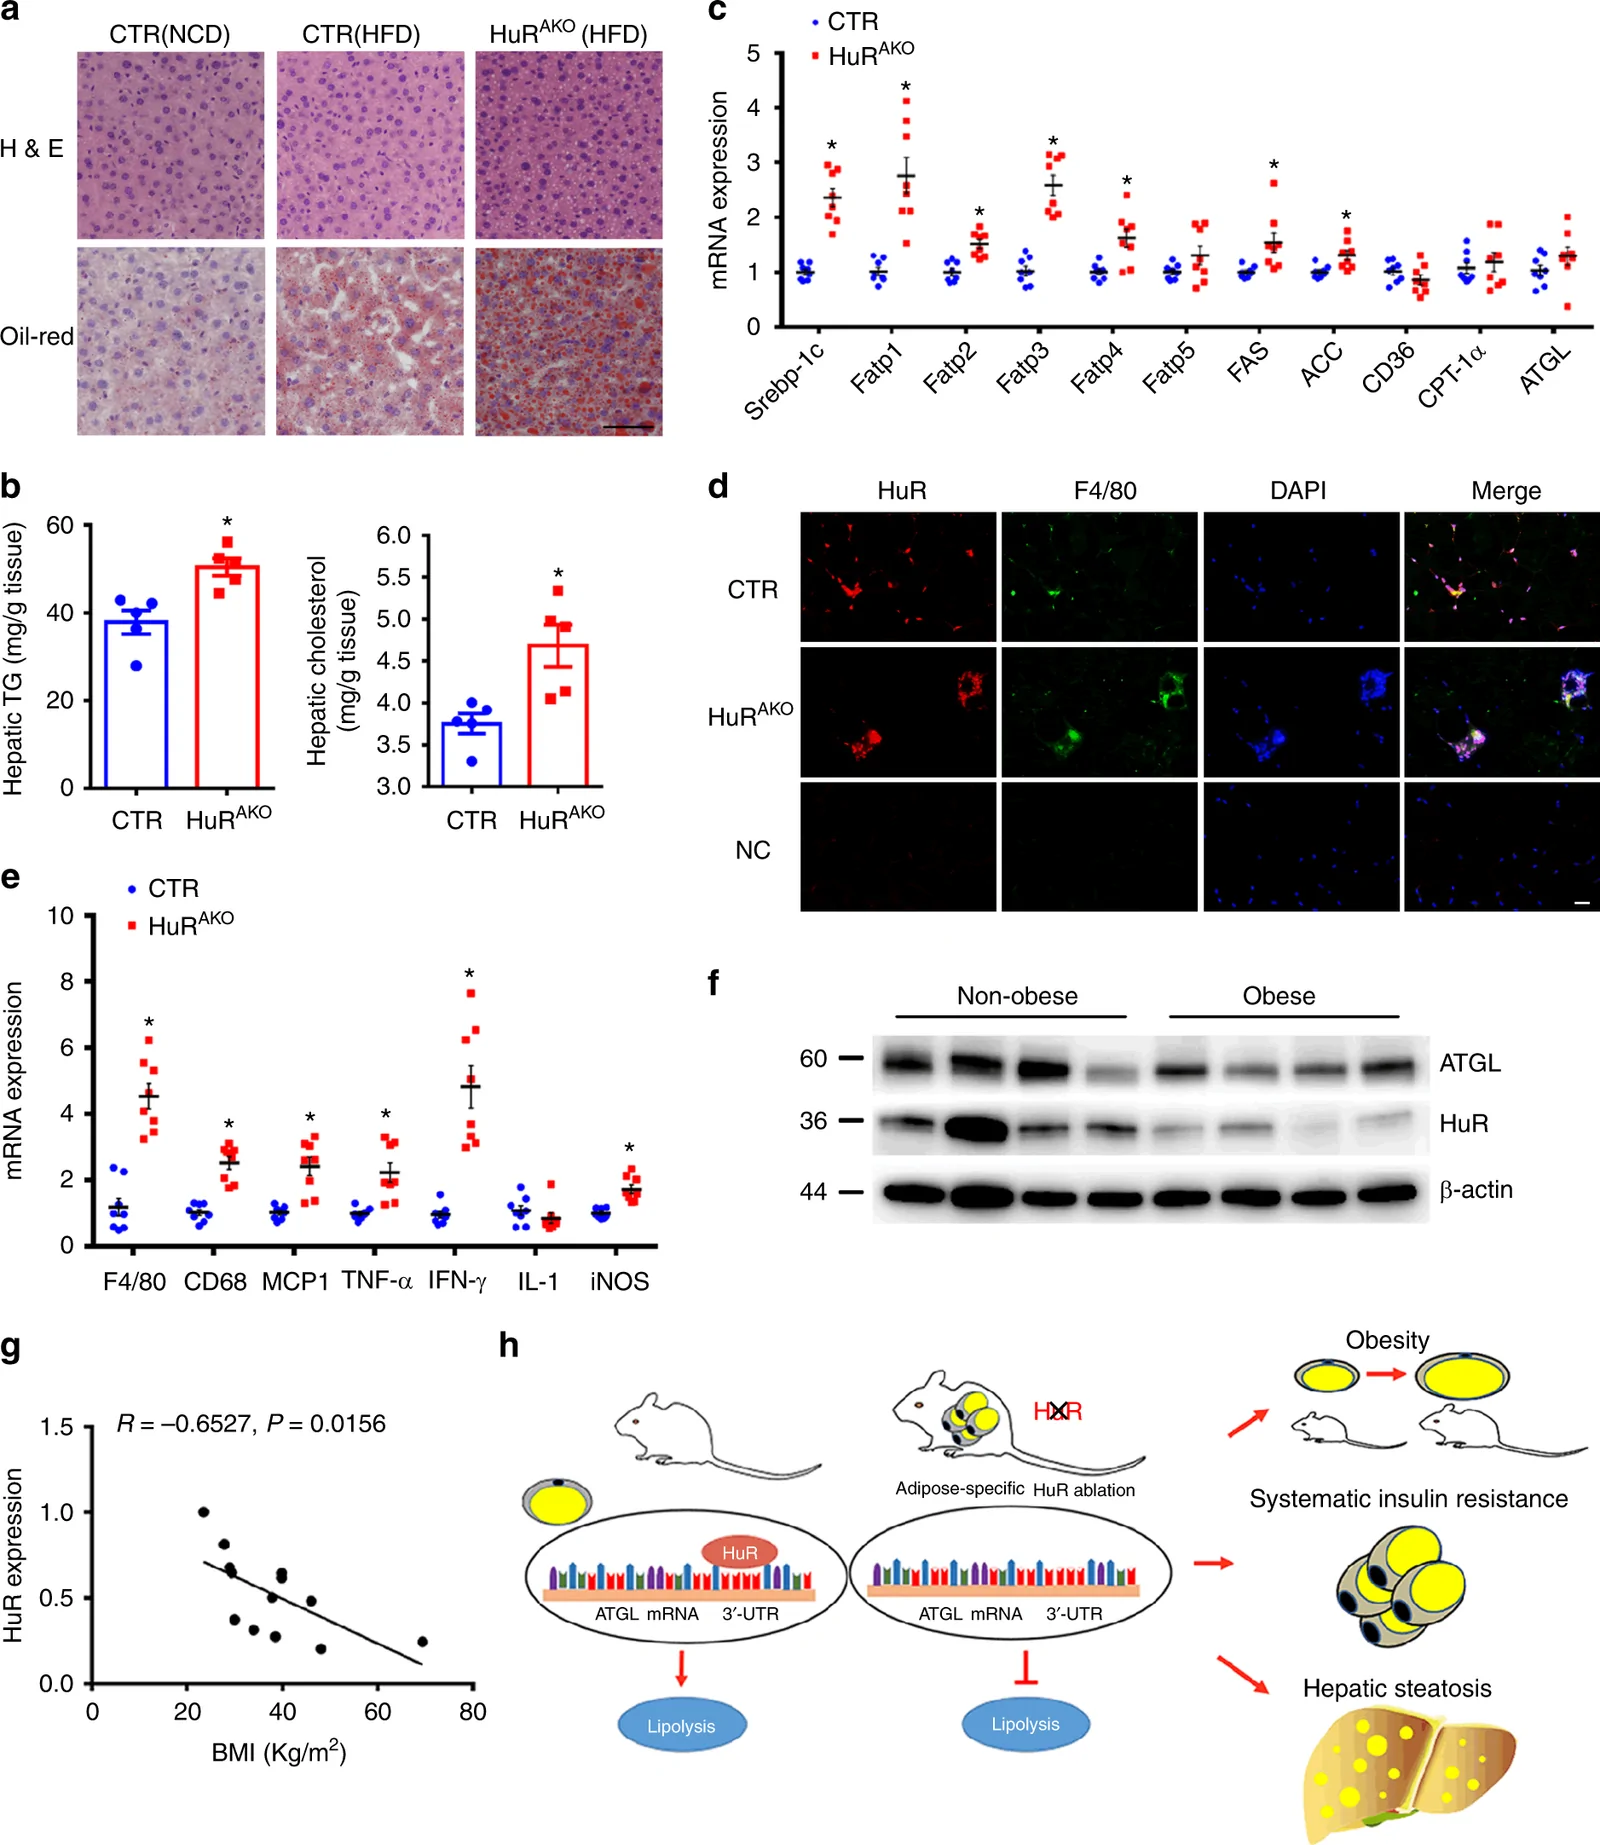
HFD-fed HuR^AKO^ mice show increased hepatosis. **a** Representative images of H&E- and Oil-red O-stained sections of liver tissues from NCD-induced control, HFD-induced control and HuR^AKO^ mice. Scale bar: 50 μm. **b** Levels of hepatic cholesterol and triglycerides in livers of control and HuR^AKO^ mice fed an HFD (*n* = 5), *comparison of HuR^AKO^ vs. control. **c** qPCR analysis of mRNA levels of lipogenesis-related genes in liver from control and HuR^AKO^ mice fed an HFD (*n* = 8), *comparison of HuR^AKO^ vs. control. **d** Immunofluroscence staining of HuR and F4/80 in adipose tissue. DAPI: nucleus. Scale bar: 20 μm. **e** qPCR analysis of mRNA levels of inflammation-related genes in livers from control and HuR^AKO^ mice fed an HFD (*n* = 8), *comparison of HuR^AKO^ vs. control. **f** Western blot analysis of ATGL and HuR protein levels in adipose tissues from normal and obese patients (*n* = 4 for normal or obese individuals). **g** Correlation of normalized HuR protein expression and BMI in adipose tissues of obese patients (total 13 samples). **h** Schematic diagram about the mechanism of HuR in adipose tissue and obesity. Data are represented as mean ± SEM. Significance was determined by Student’s *t* test analysis and Pearson’s correlations, *P < 0.05. Source data are provided as a Source Data file

Obesity is often accompanied by macrophage infiltration, which facilitates chronic inflammation and insulin resistance. Immunofluorescent staining of HuR and macrophage marker F4/80 suggested that macrophages are the primary source of HuR in adipose tissue from HuR^AKO^ mice and revealed increased crown-like structures in epididymal adipose tissue of HFD-fed HuR^AKO^ mice (Fig. 7d). In addition, mRNA levels of *F4/80* and inflammatory genes such as *CD68*, monocyte chemoattractant protein 1 (*MCP-1*), tumor necrosis factor-α (*TNF-α*) and interferon-γ (*IFN-γ*) were upregulated in HuR^AKO^ adipose tissue (Fig. 7e). Thus, adipose-specific *HuR* deficiency may cause increased inflammation in adipose tissue.

### Reduced *HuR* and *ATGL* expression in obese patients

Finally, we detected whether the expression of HuR and ATGL was changed in adipose tissues of obese patients. The protein level of HuR was significantly suppressed in subcutaneous adipose tissue of obese patients, with a parallel decrease in ATGL expression (Fig. 7f), consistent with observations in HuR^AKO^ mice. More importantly, we discovered the tendency quantitatively with a regression line (Fig. 7g), which indicated that the normalized protein expression of HuR was reversely correlated with body mass index (BMI). Together, these results demonstrate that HuR might have a regulatory role in ATGL expression and obesity in humans.

## Discussion

In this study, we explored the effect of adipose-specific *HuR* deletion on obesity and related metabolic disturbances in mice. HuR^AKO^ mice were more susceptible to the development of HFD-induced obesity via adipocyte hypertrophy, which might be attributed to impaired lipolysis. In addition, HFD-fed HuR^AKO^ mice showed insulin resistance and exacerbated hepatic steatosis. Mechanistically, we demonstrated that the regulation of lipolysis by HuR was mediated by ATGL. HuR could bind to the 3′UTR of *ATGL* mRNA and increased its stability (Fig. 7h). Taken together, our findings establish HuR as a regulator of ATGL-mediated lipolysis.

HuR, as a member of RNA-binding proteins, has been reported to regulate the expression of many molecules by a posttranscriptional mechanism, which indicates its multifunctionality. In our recent study, HuR could regulate the stability of *GTP cyclohydrolase 1* mRNA in endothelial cells^31^. HuR is involved in many biological processes, including carcinogenesis, inflammation, cell survival and apoptosis^24,26,27,32–34^. However, the in vivo functions of HuR have not been clearly elucidated due to its critical role in embryonic development and the embryonic lethal phenotype of global *HuR*-knockout mice^28^. Recent studies reported that intestinal-specific *HuR* deletion reduced the tumor burden in models of intestinal tumorigenesis and inflammatory colon carcinogenesis^29^. B lineage-specific deletion of *HuR* impaired the survival of B cells in bone marrow and humoral immunity^30^. Here we generated adipose-specific *HuR*-knockout mice and found that HuR could protect against HFD-induced obesity and insulin resistance, which amplifies our understanding of the functions of *HuR*. Moreover, HuR function is regulated via changes in its subcellular localization, affinity for RNA, abundance, and cleavage, which in turn influence its ability to affect the fate of target mRNAs^35–38^. In this study, the mRNA levels of *HuR* in epiWAT, subWAT and BAT were decreased from HFD-fed mice (Supplementary Fig. 1b), which suggested that HFD-induced repression of HuR could be attributed to its mRNA reduction. High-fat diet may either interfere with the transcription of *HuR* or, alternatively, increase the decay of *HuR* mRNA. This important issue needs to be addressed by future studies.

ATGL is the key lipase that hydrolyzes triglycerides into diglycerides, which are further catalyzed by hormone-sensitive lipase (HSL) into monoglycerides and glycerols^39^. Given its critical role in lipolysis and metabolic homeostasis, the regulation of ATGL activity and expression need exploration. ATGL activity can be modified by its interaction with other proteins such as G0/G1 switch gene 2, which inhibits ATGL action by physical interaction of its N-terminal with the N-terminal patatin domain of ATGL^40^. The activity of ATGL lipase is also regulated by different phosphorylation sites^15,41,42^. In addition, several factors have been identified to regulate *ATGL* expression^15–19^. PPARγ can directly regulate *ATGL* expression in adipocytes in vitro and in vivo. Treatment with rosiglitazone, a PPARγ agonist, and thiazolidinedione, an antidiabetic agent, increases *ATGL* mRNA and protein expression in WAT and BAT of mice under the background of HFD or leptin deficiency^18^. mTORC1 suppressed lipolysis and promoted fat accumulation in mammalian cells primarily by inhibiting transcription of *ATGL*, whereas rapamycin, an mTORC1 inhibitor, reversed the loss of ATGL^17^. In this study, we have demonstrated that HuR, as an mRNA-binding protein, can target *ATGL* to modulate its mRNA stability and lipase expression positively, which reveals a potential mechanism in regulating lipolysis.

Since the triglycerides within adipocytes constitute >90% of adipocyte volume and it is the major volume component of the adipose mass^43^, suppressed lipolysis could cause retained lipids in adipocytes and thereby expand adipose tissue. So far, there is no consensus of opinion about the relationship between ATGL and insulin sensitivity. Recent studies reported that adipose overexpression of ATGL attenuated diet-induced obesity and improved insulin sensitivity^44^. Adipose-specific knockout of sirtuin 6 (*Sirt6*) in mice exacerbated insulin resistance and inflammation in HFD-induced obesity, in which ATGL expression and lipolysis were inhibited^39^, which was consistent with our study. Thus, suppressed ATGL levels due to *HuR* knockout may contribute to reduced lipolysis and the phenotype with obesity in the HuR^AKO^ mice. Emerging evidence suggests that impaired adipocyte lipolysis causes the proinflammatory immune cell infiltration of metabolic tissues in obesity, which contributes to the development and exacerbation of insulin resistance^39,45^. In our study, *HuR* deletion deteriorated insulin resistance and inflammation infiltration in adipose tissue. Also, obese HuR^AKO^ mice showed severe hepatic steatosis, which was marked by excess triglycerides accumulation and increased expression of genes involved in fatty acid uptake and lipogenesis. Thus, the HuR-ATGL-lipolysis axis may be required for maintaining normal adipocyte size and adiposity. Inhibited lipolysis in HuR^AKO^ mice caused marked adipocyte hypertrophy, which responded poorly to insulin treatment. The elevated inflammation levels also contributed to insulin resistance in HuR^AKO^ mice.

In summary, we demonstrate that HuR functions as a positive regulator of lipolysis by targeting *ATGL* to maintain its mRNA stability. Adipose-specific deletion of *HuR* promoted HFD-induced obesity, impaired adipose function and deteriorated glucose intolerance and insulin resistance. HuR may be a potential therapeutic target for ameliorating obesity and obesity-related metabolic disorders.

## Methods

### Animals

*HuR*^*flox/flox*^ (#021431)^46^ and *AdipoQ-Cre* mice (#024671)^47^ were purchased from Jackson laboratories (Bar Harbor, ME). Ob/ob and C57BL/6J mice were purchased from Beijing Vital River Laboratory Animal Technology Co. HuR^AKO^ mice were generated by crossbreeding *HuR*^*flox/flox*^ mice with *AdipoQ-Cre* mice. *HuR*^*flox/flox*^*:AdipoQ-Cre*^−^ mice were used as controls. Starting at 8 weeks of age, mice were fed an HFD (D12492; Research Diets) consisting of 60% fat or normal chow diet (D12450B; Research Diets) and body weight was monitored weekly. Mice were housed on a 12-h light/dark cycle and given ad libitum access to food and water. All animal protocols were approved by the Institutional Animal Care and Use Committee of Cheeloo College of Medicine, Shandong University. All relevant ethical regulations were adhered to.

### Stromal vascular fraction isolation

Mice at age 6−8 weeks were sacrificed and epididymal adipose tissues were removed, minced in phosphate-buffered saline (PBS) containing 10 mM CaCl_2_, and digested at 37 °C for 60 min in DMEM containing 10 mM CaCl_2_, 1.5 units ml^−1^ collagenase D (Sigma, 11088866001), and 2.4 units ml^−1^ dispase II (Sigma, D4693). Tissue suspensions were filtered through a 100-μm filter and centrifuged at 600 × *g* for 5 min. Primary adipocytes (top floating fractions) and SVFs (pellets) were collected. SVFs were resuspended and filtered through a 40-μm filter, and then grown in DMEM containing 25 mM glucose and 10% fetal bovine serum (FBS).

### Preadipocytes differentiation

Mouse 3T3-L1 cells were purchased from ATCC and grown in DMEM supplemented with 10% FBS. After 3T3-L1 cells or SVFs reached confluence (day 0), differentiation of the cells was induced in DMEM containing 10% FBS, methylisobutylxanthine (520 μmol L^−1^), dexamethasone (1 μmol L^−1^), and insulin (167 nmol L^−1^) for 48 h. From day 3, the culture medium was replaced on alternate days with DMEM containing 10% FBS and 167 nmol L^−1^ insulin. At day 8 of differentiation, cells were ready for analysis.

### White adipose tissue and liver histology analysis

Adipose tissue and livers were isolated and fixed in 4% formaldehyde and maintained at 4 °C until use. The fixed tissues were dehydrated and processed for paraffin embedding, and 5-µm sections were stained with hematoxylin and eosin (H&E). Adipocyte size was determined by using ImageJ (US National Institutes of Health), measuring a minimum of 300 cells per group. Immunofluroscence and immunohistochemical stainings were performed with HuR antibody (Millipore, #07-468, 1:200) and F4/80 antibody (abcam, ab16911, 1:50). Livers were isolated and frozen in OCT embedding medium; 10-µm sections were used to stain with Oil-red O.

### Metabolic cage

Food intake, O_2_ consumption, RER, heat production and physical activity were determined by using a TSE PhenoMaster/LabMaster system (Germany). Experiments involved control and HuR^AKO^ mice at 14–16 weeks old. Mice were individually monitored for 48 h and data were collected in a time interval of 30 min after 1-day adaption.

### Lipolysis assay

WAT was minced into small pieces (1–2 cm^2^) in cold PBS. Fat explants (5–6 pieces) were incubated at 37 °C for 2 h in lipolysis buffer and then stimulated with isoproterenol (ISO, 1 μM). Differentiated 3T3-L1 adipocytes was transfected with adenovirus expressing HuR or GFP (Shanghai Genechem Co., Ltd.) and stimulated with ISO (10 μM). SVF-derived adipocytes were stimulated with ISO (10 μM). HFD-fed mice were injected with CL316243 (Sigma, C5976) (1 mg kg^−1^ body weight) and angular vein blood was collected after 0 and 15 min. FFA (abcam, ab65341) and glycerol (explant for zenbio, LIP-6-NC; cell culture for abcam, ab185433) were measured and normalized to total adipocyte protein levels as the index of lipolysis.

### Lipid profile assays

Mice were fasted overnight and angular vein blood was collected. Serum samples were stored at −80 °C until use. Serum levels of insulin and adiponectin were measured by using ELISA kits (Insulin for Millipore EZRMI-13K; adiponectin for R& D MRP300). Concentrations of TG, cholesterol, HDL, LDL were measured by assay kits. Liver samples were homogenized in 100% ethanol and centrifuged. The upper aqueous fractions were used to measure TG and cholesterol (Jiancheng Bioengineering Institute, Nanjing, China).

### Metabolic studies

For glucose tolerance test, mice were fasted overnight and then received an intraperitoneal (i.p.) injection of glucose (0.75 g kg^−1^ body weight). For insulin tolerance test, mice were fasted for 4 h before receiving an i.p. injection of insulin (1.5 U kg^−1^ body weight). Blood glucose concentrations were measured at 0, 15, 30, 60, 90 and 120 min after glucose or insulin injection. Acute insulin challenge experiments were performed on anesthetized mice fasted for 4 h. At 20 min after an i.p. injection with insulin (2 U kg^−1^ body weight), the remaining liver, muscle, and fat were snap-frozen for subsequent protein extraction.

### RNA-immunoprecipitation (IP) assay

The Magna RIP kit was used for RNA IP assay. The differentiated SVFs were treated with CMLD-2 (30 µM, Millipore, 538339) or DMSO for 24 h. Briefly, whole-cell lysates were incubated at 4 °C overnight with magnetic protein A/G beads pretreated with 5 µg rabbit IgG or HuR antibody (Millipore, #07-468). Beads were washed and incubated with proteinase K buffer (30 min at 55 °C), then RNA was isolated from immunoprecipitates, and cDNA was synthesized. The primers for PCR are shown in Supplementary Table 1.

### Quantitative PCR (qPCR)

Total RNA was extracted from WAT or liver by using TRIzol reagent (Invitrogen, Carlsbad, CA). Total RNA was extracted from differentiated SVFs by using the RNeasy Lipid Tissue Mini kit (Qiagen, Valencia, CA, USA). An amount of 1 µg RNA was reverse-transcribed into cDNA by using the PrimeScript RT Reagent Kit (Takara Biomedical Technology). PCR amplification involved using the SYBR PCR mix (Takara Biomedical Technology Co.). The primers for quantitative PCR are listed in Supplementary Table 1.

### Western blot analysis

Briefly, 20 μg total lysates from tissues or cells were run on a 10% SDS-PAGE gel and immunoblotted with the primary antibodies (1:1000) to HuR (Millipore, #07-468), ATGL (abcam, ab109251), Perilipin-1 (abcam, ab172907), HSL(cst, 4107), Akt (cst, 4691), p-Akt (ser473, cst, 4060), ADRB1 (abcam, ab3442), ADRB2 (abcam, ab182136), ADRB3 (abclonal, A8607), β-actin (Proteintech, 66009-1), GAPDH (Proteintech, 60004-1). The intensity of bands was measured by using ImageJ. All experiments were repeated at least three times and mean values were derived. All the uncropped blots are included in the Source Data file.

### RNA-seq analysis

Total RNA was extracted from control and HuR-deficient adipose tissues. The transcriptome sequencing experiments were performed by KangCheng Bio-tech Company (Shanghai, China). The transcriptome library for sequencing was generated using KAPA-Stranded RNA-Seq Library Prep Kit (Illumina) following the manufacturer’s recommendations. The clustering of the index-coded samples was used KAPA RNA Adapters set1/set2 for Illumina. After clustering, the libraries were sequenced on Illumina Hiseq X Ten platform using (2 × 150 bp) paired-end module. The differentially expressed genes were identified with *P* value < 0.05 and a fold-change of >1.5 between two groups.

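These thresholds use the p-value of each gene with no adjustment for the number of genes. The linear model per gene with equal variances, fitted to log2(FPKM + 1) of every listed gene and read at these thresholds, called 103 higher and 113 lower genes, all of them in Supplementary Data 1, and its p-values differed from the published ones by at most 4.97e-08. This fit was chosen after the data were seen. The paper's own q-values for the genes of its table ran from 0.225 to 0.637. In data simulated from the control and HuR AKO spread, low genes were raised to a moderate level before they were given a change. The raised genes kept the spread of their low level, so the shares found may not hold for low or moderate genes. In these data limma at an adjusted p under 0.05 found 56.7% of genes given a log2 change of 1 and 82.1% of genes given one of 2. The thresholds of the paper, read from the same limma fit, called 191 genes that had been given no change. The simulated values were drawn without regard to the replicate numbers, and in the measured data that fit called 337 genes.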

### Human subcutaneous adipose tissue

Biopsies of subcutaneous adipose tissue were obtained from 25 Chinese people who were undergoing elective surgery in Qilu Hospital of Shandong University. All subjects provided their written informed consent. All procedures that involved human samples were approved by the Ethics Committee of Qilu Hospital of Shandong University. All relevant ethical regulations were followed. Obese individuals were defined as those with a BMI ≥ 30 kg m^−2^.

### Statistical analysis

All the replicate experiments (including cell and mouse-based experiments) are biological replicates, which were repeated at least three times. All analyses involved use of SPSS v23 (SPSS Inc., Chicago, IL). All data are represented as mean ± SEM. Comparison of two groups was determined by Student’s *t* test and multiple groups by one-way ANOVA with Tukey’s post-hoc test. The assumption of normality was tested by the Shapiro−Wilks test. All statistical tests were two-tailed, and *P* < 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Source Data

Source Data

## Data Availability

Gene expression RNA-seq data have been deposited at the NCBI Gene Expression Omnibus (GEO). The accession number is GSE130147. Data supporting the findings of this study are available within the article and its Supplementary Information files. All relevant data are available from the authors on reasonable request.

# Supplementary material for: Adipose HuR protects against diet-induced obesity and insulin resistance
**Source:** Nat Commun. 2019 May 30;10:2375. doi: 10.1038/s41467-019-10348-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File name: Supplementary Data 1

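Supplementary Data 1 gives one line per gene, with its position, the log2 fold change of HuR AKO over control mice, a p-value, a q-value, the mean log2 expression of each group and the FPKM of each of the 6 mice under its mouse number. The table states a p limit of 0.05 and a q limit of 1. Its FPKM values differed from the deposited ones by at most 0.000482%, and 213 of its genes reach the mean of 0.5 FPKM used here. Of these, 102 higher and 111 lower genes also passed the thresholds in the limma fit, which called 61 higher and 63 lower genes that the table does not hold. The 5 largest folds upward are those of Wisp2, Sfrp5, Atp6v0d2, Mmp12 and Slc5a7, a choline transporter, and those downward are of H2-Q10, Acsm3, Lgals7, Pcdhgb1 and Pcdhgb4. Wisp2, a secreted matricellular protein, had a log2 fold change of 2.51 (standard error 0.59, adjusted p = 0.398 from limma), and Acsm3, a mitochondrial acyl-CoA synthetase, one of -1.65 (standard error 0.30, adjusted p = 0.339 from limma). Genes of the protocadherin gamma cluster share exons, so the values of Pcdhgb1 and Pcdhgb4 may include reads of each other.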

Description: The differentially expressed genes in HuR-deficient adipose tissues (>1.5 fold change).
#165,196,210: Control; #162,193,227: HuR^{AKO}.

How the deposited data were processed for this re-analysis (not part of the article)

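RNA-seq of epididymal adipose tissue from 3 control and 3 HuR AKO mice on an HFD was studied. The authors deposited FPKM per gene and per transcript for each mouse, after alignment with Bowtie 0.12.2 to GRCm38. Samples were grouped by genotype as given in their labels and by the mouse numbers of Supplementary Data 1. All 6 columns of values of both tables were used, and 0 columns were left out. In each table 1 line was empty, and it is not analysed here. A test for lymphoid tissue in the tissue pieces is not reported here. Library kit and instrument differ between the methods and the labels. Depth per mouse is unknown, so no counting interval is given, and the precision comes from the spread between mice.

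Values were taken as log2(FPKM + 1) with no further scaling. Genes and transcripts with a mean of at least 0.5 FPKM over the 6 mice were tested, 12847 genes and 23233 transcripts, with limma 3.58.1 in R 4.3.3 and two-sided p-values adjusted by Benjamini-Hochberg. The paper's thresholds, an unadjusted p under 0.05 and a fold over 1.5, were applied to the same fit. The gene FPKM is not the sum of the FPKM of the listed transcripts: the median ratio of both over 12938 genes was 0.842. Of 31 gene lists, 27 had at least 5 tested members and entered camera with a preset inter-gene correlation of 0.01, and camera with an estimated correlation and fry were run beside it. Members of each list were also adjusted over the list alone. With an estimated correlation 0 lists passed (smallest adjusted p 0.663) and with fry 0 lists passed (smallest adjusted p 0.0756). The lists, tests and named genes were fixed before the data were examined, except that the values of the genes of Supplementary Data 1 had been seen and that the tests which the closing section names were chosen after the results. Named genes were every gene the paper names for adipose tissue, the 8 higher and 8 lower genes with the smallest p among those past the paper's thresholds with no overlap between groups, the 5 largest folds in each direction of Supplementary Data 1, and up to 4 members of a described list with the smallest p. Further list members are named where a count of the list needed them, after their values were seen.

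AU-rich elements were searched as ATTTA in the longest annotated 3′-UTR of each gene in GENCODE M21. Of the tested genes, 68 had no match in that annotation and 73 no annotated 3′-UTR, which left 12706. Shares were compared by Fisher's exact test and with 10000 random lists matched on 10 bins of 3′-UTR length. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.

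Replicate numbers 1, 2 and 3 occur in both groups, and the labels do not say what they mark. Deviations from the group means of same-numbered mice correlated over genes with r = 0.101, 0.175 and 0.22, each above the limit of 0.1 set for pairing, although control replicate 1 correlated as well with HuR AKO replicate 2 (r = 0.106). Values with the number as a replicate block are given where they change a call. The alternatives were other pseudocounts, filters, scalings and variance models, the replicate block, leaving out each mouse, other set tests and other definitions of AU-rich elements. After the data were seen, 3 were added: a fit without moderation and filter together, the removal of trends with GC content and transcript length, and the lists without their members of Supplementary Data 1. The methods were tested on simulated data, in which genes were drawn independently of each other and low genes and transcripts were raised to a moderate level before they were given a change. The raised ones kept the spread of their low level. The shares found thus do not hold for low ones and may not hold for moderate ones, and the list test was not tried on correlated genes. With log2 changes of 3, limma found 93.9% of changed genes and 71.2% of changed transcripts, and with changes of 1 and 2 it found 7.46% and 43.3% of the transcripts, and camera found 2 of 2 lists shifted by 0.6 and called 0 others.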

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

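Of the tests here, the one of endothelial against macrophage markers in control replicate 3, that of mesothelial markers, the one of fat pad surface, the fit with GC content and transcript length trends removed, the lists without their members of Supplementary Data 1 and those of HuR were chosen after the results were seen.

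In the table per transcript, which the paper does not report on, 14 of 23233 transcripts passed an adjusted p under 0.05, with 1514 at an unadjusted p under 0.05. The 8 higher ones in HuR AKO mice were 1 transcript each of Hspb7, Psme2, Pttg1, Ywhaq, Sipa1l3, Cct7, Rbl2 and Dync1li2, and the 6 lower ones 1 each of Necap2, Wdr48, Specc1l, Ywhaq, Diaph1 and Dclre1a. Ywhaq, which encodes a 14-3-3 protein, had 1 transcript higher and 1 lower: ENSMUST00000135088.7 was measured at 1.54 ± 0.309 FPKM in control and 42.8 ± 14.1 FPKM in HuR AKO mice, and ENSMUST00000049531.9 at 126 ± 23.2 and 19.3 ± 4.25 FPKM (SD, n = 3), while the FPKM of the gene was 79.1 and 70.0. Of the 14, 13 belong to genes with an unadjusted p of 0.05 or more in the table per gene. Of the same 14, 8 are listed at 0 in at least 1 mouse, and 4 at 0 in all 3 mice of 1 group. Necap2 and Hspb7 each have 1 listed transcript. That of Necap2 was at 26.1 FPKM in control and 4.57 FPKM in HuR AKO mice, while its gene was at 17.5 and 16 FPKM. That of Hspb7 had the values of its gene. How reads were divided between the transcripts of a gene is not known, so these calls cannot be read as changes of single transcripts. With the replicate number as a replicate block 0 passed (smallest adjusted p 0.164), and between 3 and 40 passed without 1 mouse: 6 and 40 without control replicates 2 and 3, and 8, 3 and 8 without HuR AKO replicates 1, 2 and 3. The 10 splits of 6 mice into 3 and 3 are too few for a share under 0.05: 4 of them, the real one included, gave at least 14 transcripts, and the highest other gave 26. The 3 other splits that part all 3 same-numbered pairs gave 5 to 13 transcripts.

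Of 27 gene lists, 5 passed the set test with the preset correlation, 0 with an estimated correlation (adjusted p of these 5 from 0.663 to 0.984) and 0 with fry. The median log2 fold changes were 0.571 for lipid-associated and crown-like structure macrophages, 0.561 for endothelial cells, 0.381 for smooth muscle cells and pericytes, -0.724 for mesothelial cells and -0.756 for interferon-stimulated and MHC genes. By staining, the paper reports more crown-like structures in HuR AKO mice (Fig. 7d). Of the 10 splits, the real one gave the fewest lists, 5 against 10 to 17 for the others. The count of lists thus does not set the genotypes apart from other groupings of these mice. The 10 splits are also too few for a share under 0.05. Splits with so many lists point to a structure of the samples, and the estimated correlations within lists reached 0.89, where the preset one was 0.01. Of the 3 other splits that part all 3 same-numbered pairs, the counts were 12 to 17.

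The endothelial and smooth muscle lists were higher and the mesothelial list lower in HuR AKO mice with the preset correlation, the smooth muscle list only with its members of Supplementary Data 1 (0.15 without them), and none passed with an estimated correlation (adjusted p = 0.663 for each) or with fry (0.2, 0.543 and 0.262). A lower share of adipocytes, with the other cell types in unchanged proportions, would raise the markers of all of them. The mean log2 fold change of the mesothelial markers was -0.695 (standard error over genes, not over mice, 0.0646). This argues against such an even shift as the whole cause. A lower share with changed proportions of the other cell types is not addressed by this test. A bias with GC content or transcript length is argued against by the share of the mean log2 fold change kept with these trends removed, 98.9% for endothelial, 95.1% for smooth muscle and 99.4% for mesothelial genes. Larger fat pads have less surface per volume, and the paper's fat pad masses would give a log2 change of -0.159 at an unchanged shape. The paper does not say whether the weighed mice were those sequenced, and the shape is assumed. Less surface may thus account for part and cannot be told apart. An effect of the genotype on vessels or mesothelium stays open and was not tested.

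Immune and interferon genes were high in control replicate 3. A lower share of adipocytes, with the other cell types in unchanged proportions, would raise endothelial and macrophage markers alike. Their mean log2 differences were apart by -1.54 (standard error over genes, not over mice, 0.166). This argues against such an even shift as the whole cause. A lower share with changed proportions of the other cell types is not addressed by this comparison. Lower genes of lipolysis (-0.485), adipocyte differentiation (-0.521), triglyceride synthesis (-0.848) and oxidative phosphorylation (-0.497) in this mouse go with a lower share as a part. Infection or another state of this mouse may be behind the pattern and was not tested.

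HuR FPKM was not lower in HuR AKO mice. Reads from outside the deleted exons are a candidate explanation, since 88.3% of the exonic bases lie there and the value per gene cannot separate them. By the HuR values alone, exchanged labels cannot be told apart from it, since the limma test of HuR (unadjusted p of 0.275) reads mostly sequence that the deletion leaves. Leptin (115 FPKM in control and 309 FPKM in HuR AKO mice, adjusted p = 0.416 from limma) and the crown-like structure macrophage list (0.571) lay on the side that the paper's fat masses and Fig. 7d give for these labels. Values of leptin and of 5 members of that list had been seen beforehand. Adgre1 and Cd68 (log2 fold changes 0.38 and 0.36, adjusted p = 0.89 and 0.894 from limma) lay on the side that the paper's text gives. Ccl2, Tnf and Ifng (log2 fold changes -0.35, -0.44 and -0.60) did not. ATGL (fold 1.00, the paper's 0.353) and perilipin (0.99, the paper's 0.124) lay on neither side. Their log2 fold changes were 0.00 and -0.01, with standard errors of 0.20 and 0.30. With all labels exchanged, the paper's values would put both genes higher in the mice labelled HuR AKO, which these values do not show. Without control replicate 3, Ccl2, Tnf and Ifng had log2 fold changes of 0.82, 0.13 and 0.09. HuR in cells in which AdipoQ-Cre is not active stays open as a source of these values and was not tested here. The paper reports HuR protein as not decreased in the stromal vascular fraction. From staining, it proposes macrophages as the main source of HuR in HuR AKO adipose tissue.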

How the results depend on the processing

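The 3 alternatives without moderation and filter together, with GC content and transcript length trends removed and with list members of Supplementary Data 1 left out were chosen after seeing the data. HuR mRNA kept its side of the test in 18 of 18 alternatives (log2 fold change 0.06 to 0.21 without 1 mouse). Of 142 named genes other than HuR, 50 were past the paper's thresholds, and 39 of these stayed past them in every alternative. Of the 50, 0 passed them in the opposite direction. A further 28 named genes passed them in at least 1 alternative. Among these, Ccl2 had a log2 fold change of -0.35 over all mice and passed as higher without control replicate 3 (0.82). Endothelial, mesothelial and lipid-associated macrophage lists passed with every alternative that kept the preset correlation, and the smooth muscle list with each of these but 1, its members of Supplementary Data 1 left out, with which 4 lists passed.

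The 1 gene at an adjusted p under 0.05 became 0 with a pseudocount of 0.1, 0 without moderation, 0 without moderation and filter, 0 with the replicate block, 2 with quantile normalization and 3 with array weights. The 337 genes at the paper's thresholds became 563 with a pseudocount of 0.1, 541 as TPM, 213 without moderation and, without moderation and filter, 103 higher and 113 lower ones (2.2e+02 in all, rounded). The 5 lists became 0 with an estimated correlation and 0 with fry. The 14 transcripts became 32 with a pseudocount of 0.1, 23 as TPM and 0 with the replicate block. The share of lower genes with an AU-rich element was 29.3% with WWATTTAWW, below the 36.6% of all tested genes, and then passed Fisher's exact test (p = 0.0474). With matched 3′-UTR lengths it did not pass (permutation p = 0.548). Apart from the added fits, the causes were not tested.

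Without 1 mouse, the genes at an adjusted p under 0.05 were 0 (without control replicate 1 or 2, or HuR AKO replicate 1 or 2) to 3 (without control replicate 3 or HuR AKO replicate 3). The genes at the paper's thresholds were 370 to 518, the highest without control replicate 1. Lists were 6 to 13, with 9, 10 and 13 without control replicates 1, 2 and 3. Transcripts were 3 to 40, with 6 without control replicate 2, 40 without control replicate 3, and 8, 3 and 8 without HuR AKO replicates 1, 2 and 3. With the replicate block, resident macrophages were lower (adjusted p = 0.0284, and without the block 0.984 with an estimated correlation) and Timd4, Ctgf and Isg15 passed the paper's thresholds. Of the lists that did not pass, 13 passed with at least 1 alternative. Resident macrophages also passed without control replicate 2 (0.000109) and without HuR AKO replicate 3 (0.0173), with a range over the alternatives of 0.000109 to 0.952. Adipokines passed with the trends removed (adjusted p = 0.0412 from camera), without control replicate 1 (0.0258) and without HuR AKO replicate 1 (0.0214). Their range was 0.0214 to 0.932, the highest with the members of Supplementary Data 1 left out and the next 0.28. With an estimated correlation over all 6 mice it was 0.663.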

Differences from the paper's values

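Genes past the paper's thresholds numbered 163 higher here, and the paper's value is 103. Of 16 alternatives set before the data were examined, a mean FPKM of at least 2 (140) and the linear model without moderation (102) came within 1.5 times of it and 14 did not. Lower genes numbered 174 here, and the paper's value is 113. A mean FPKM of at least 2 (119), quantile normalization (146), scaling by the median of ratios (166) and the linear model without moderation (111) came within 1.5 times and 12 did not. The linear model without moderation and without a filter, chosen after seeing the values, gave 103 and 113 genes and dropped 0 of the paper's.

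HuR (Elavl1) mRNA in HuR AKO over control mice was 1.11 here as a fold on the log2(FPKM + 1) scale, and the mean of the paper's RT-qPCR values (Fig. 1d, epididymal tissue) gives 0.493 (SEM 0.0578). ATGL (Pnpla2) was 1.00, and the paper's values (Fig. 3g) give 0.353 (SEM 0.0694). Perilipin (Plin1) was 0.99, and the paper's values give 0.124 (SEM 0.0416). For each of these 3 genes, 0 of 16 alternatives came within 1.5 times of the paper's value, with ranges of 1.04 to 1.16, 0.878 to 1.11 and 0.815 to 1.14. For Cebpa, Pparg, Fabp4, Lpl and Acaca, the folds here were 0.939, 1.08, 1.04, 1.04 and 0.70, and the paper's were 1.18, 0.993, 1.10, 0.912 and 0.813. The paper's RT-qPCR used 4 mice per group in Fig. 1d and 6 in Fig. 3g, and these sequencing data 3. The legend of Fig. 1d names neither diet nor age, and the sequenced mice had 16 weeks of HFD.

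The paper gives F4/80, CD68, MCP-1, TNF-α and IFN-γ mRNA as higher in HuR AKO adipose tissue (Fig. 7e), while the legend of that figure gives the tissue as liver. Here, in epididymal adipose tissue, of these 5 genes, Adgre1 and Cd68 had log2 fold changes of 0.38 and 0.36, and Ccl2, Tnf and Ifng of -0.35, -0.44 and -0.60, and none passed the test (adjusted p from 0.827 for Ifng to 0.945 for Ccl2). Without control replicate 3, Adgre1 (0.99; adjusted p over the alternatives 0.439 to 0.994) and Ccl2 (0.82; 0.337 to 0.99) passed the paper's thresholds, and Cd68, Tnf and Ifng had log2 fold changes of 0.91, 0.13 and 0.09.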

Other observations

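Of the gene lists not described above, none passed the set test on all 6 mice, and several passed without 1 mouse. Without control replicate 3, oxidative phosphorylation (median -0.14, adjusted p = 0.000321) and fatty acid oxidation (-0.18, 0.00188) passed as lower. In the same fit, inflammatory cytokines and chemokines (0.20, 0.0137), lymphocytes (0.28, 0.0137), cell cycle (0.19, 0.0137) and extracellular matrix (0.13, 0.0481) passed as higher. Without control replicate 1, oxidative phosphorylation passed as higher (0.12, 0.00113), and cytokines (-0.98, 0.00258) and immediate early genes (-0.44, 0.00658) as lower. Without control replicate 2, cytokines (-0.76, 0.00357), progenitors and fibroblasts (-0.27, 0.015) and red blood cells (-0.71, 0.0254) passed as lower. Red blood cells also passed as lower without control replicate 3 (-0.91, 0.0305), HuR AKO replicate 2 (-1.03, 0.0433) and HuR AKO replicate 3 (-0.90, 0.0173). Each of these fits kept HuR AKO replicate 1, where the median of this list lay at -1.75 from the mean of all mice. HuR AKO replicates 2 and 3 lay at 0.552 and 0.231, and control replicates 1, 2 and 3 at 1.05, 0.11 and -0.322. Over the alternatives with the preset correlation, adjusted p ran to 0.876 for oxidative phosphorylation and cytokines, 0.995 for fatty acid oxidation and cell cycle, 0.946 for lymphocytes, 0.738 for extracellular matrix, 0.993 for immediate early genes, 0.998 for progenitors and 0.987 for red blood cells, the lowest being those given. With an estimated correlation over all 6 mice it was 0.984 for each of these lists.

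On all 6 mice, adjusted p-values from camera, with the median log2 fold change, were 0.536 (0.04) for oxidative phosphorylation, 0.948 (0.01) for fatty acid oxidation, 0.826 (-0.14) for thermogenic and brown adipocyte genes, 0.536 (0.05) for insulin signalling, 0.489 (0.07) for extracellular matrix and fibrosis, 0.536 (-0.08) for adipose progenitors and fibroblasts, 0.943 (0.03) for hypoxia and glycolysis, 0.948 (0.00) for cell cycle and 0.943 (-0.04) for immediate early and heat shock genes. Among immune lists they were 0.113 (-0.21) for resident macrophages, 0.215 (-0.46) for inflammatory cytokines and chemokines, 0.826 (-0.12) for T, B and NK lymphocytes, 0.489 (-0.14) for neutrophils and mast cells and 0.132 (-0.61) for red blood cells. They were 0.489 (-0.29) for the circadian clock, where the repressor Bhlhe41, a gene of Supplementary Data 1, was lower when adjusted over the list alone, 0.943 (-0.06) for AU-rich element binding proteins and 0.943 (-0.03) for mRNAs reported as bound by HuR. For AU-rich element binding proteins, fatty acid oxidation, hypoxia, cell cycle and immediate early genes, median, mean and test differed in sign. Markers of epididymis and testis, skeletal muscle, liver and pancreas had 1, 2, 3 and 1 tested members and were not tested as lists.

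The longest annotated 3′-UTR of ATGL, that of Pnpla2-203, is 1075 bases long and holds 1 ATTTA, at position 378 from its start and at 141460046 to 141460050 of chromosome 7 (GRCm38, plus strand), in the sequence GTGAAGAATTATTTATTTTTGCCAA. Pnpla2-203 was the most abundant listed transcript of the gene in each mouse, at 425 to 673 FPKM.

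Within 250 kb of Adipoq, the gene whose promoter drives Cre, 5 genes were tested and 1 had an unadjusted p under 0.05. Within 5 Mb of Elavl1, 33 were tested and 3 had one. At the paper's thresholds 0 genes of either region passed. Of all genes tested, 8.03% had an unadjusted p under 0.05 and 2.62% passed the paper's thresholds. The counts include Adipoq and Elavl1 themselves, and Map2k7 under more than 1 record. Both groups are HuR flox/flox, so the region around Elavl1 was not expected to differ by the floxed allele.

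Within 9 bins of 3′-UTR length, over 11435 genes, the median log2 fold change of genes with ATTTA was above that of genes without by 0.0113, and 17 of 20 splits counted with their direction gave a value as low. Of the 337 genes at the paper's thresholds, 142 had another within 1 Mb, where 10000 random sets had a median of 137 and a 95th percentile of 155 (one-sided permutation p = 0.364).

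The 10 splits of 6 mice are too few for a share under 0.05 for the counts of genes. For genes at an adjusted p under 0.05, 5 of the splits gave at least the real 1, the highest other 2. For the paper's thresholds, 2 gave at least the real 337, the highest other 396, and the 3 other splits that part all same-numbered pairs gave 101 to 146.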
